# Pathways Contributing to Chemotherapy‐Induced Myotoxicity Are Attenuated by EPA + DHA in a Clinically Relevant Model of Colorectal Cancer

**DOI:** 10.1002/jcsm.70110

**Published:** 2025-11-16

**Authors:** Peter O. Isesele, Bhumi J. Bhatt, Vickie E. Baracos, Sambasivarao Damaraju, Vera C. Mazurak

**Keywords:** cancer, chemotherapy, immune regulation, omega‐3 fatty acid, RNA sequencing, skeletal muscle

## Abstract

**Background:**

Skeletal muscle loss is a well‐recognized consequence of cancer, and chemotherapy exacerbates myotoxicity through multiple mechanisms. Retaining muscle mass improves tumour response to therapies and tolerance to chemotherapy; hence, interventions to mitigate myotoxicity warrant investigations. This study aimed to investigate the protective effects of dietary eicosapentaenoic acid (EPA) and docosahexaenoic acid (DHA) provided in the form of fish oil on chemotherapy‐induced myotoxicity using next‐generation RNA sequencing (NGS).

**Methods:**

Fischer 344 rats were fed either a standard diet (STD) for the entire study or switched to a diet containing fish oil (2.3 g/100 g of diet) when chemotherapy (irinotecan + 5‐fluorouracil) was initiated. All rats received the Ward colon tumour and tumours were allowed to grow for 2 weeks. Comparisons were made between (1) tumour‐bearing rats on a standard diet (TUMOUR STD), (2) tumour‐bearing rats that received chemotherapy on a standard diet (CHEMO STD) and (3) tumour‐bearing rats that received chemotherapy on a fish oil diet (CHEMO FO). After two cycles of chemotherapy, NGS was performed on gastrocnemius muscle. Differential expression of genes was performed using DEseq2, with a fold‐change cut‐off ≥ 1.5 and *p* value < 0.05. Ingenuity pathway analysis (IPA) was used for functional annotation, canonical pathways and upstream regulators analysis.

**Results:**

Transcriptomic analysis revealed distinct alterations in skeletal muscle gene expression profiles. In the CHEMO STD versus TUMOUR STD comparison, 272 genes showed differential expression. Of these, 55% were upregulated and 45% were downregulated. Two cycles of chemotherapy altered genes in the pathways of proliferation of muscle cells (*p* < 10^−7^), connective tissue disorder (*p* < 10^−6^), apoptosis (*p* < 10^−3^) and neurodevelopmental disorders (*p* < 10^−3^). In the CHEMO FO versus CHEMO STD comparison, 274 genes were differentially expressed (73% upregulated and 27% downregulated). Dietary fish oil exclusively altered immune‐related functions, notably downregulating several genes in the leukocyte extravasation pathway (−log*p* value 5.92, *z* score −2.83). Upstream regulatory molecules after chemotherapy were predicted to inhibit transcription factors involved in myogenic regeneration, while those fed a diet containing fish oil showed inhibition of inflammation‐related cytokines.

**Conclusion:**

Chemotherapy negatively impacts processes involved in muscle homeostasis, including muscle cell proliferation and regeneration. The provision of fish oil primarily showed protective effects from pro‐inflammatory mediators by downregulating genes involved in the leukocyte extravasation pathway. Our findings provide novel insights into the molecular mechanisms underlying chemotherapy‐induced myotoxicity and the potential therapeutic benefits of dietary EPA + DHA to restore muscle homeostasis in cancer.

## 1 Introduction

It is increasingly recognized that drugs used to treat tumours also exert deleterious effects on muscle [1]. Myotoxicity is now considered to be one of the negative effects of systemic treatments impairing muscle function, compromising treatment response and escalating toxicities [2]. Myotoxicity is broadly characterized by disruptions in a litany of pathways including protein turnover, proliferation, differentiation, mitochondrial function and aberrant lipid deposition (reviewed by [3]). Animal models enable a controlled setting by which to gain mechanistic understanding and apply therapeutic strategies to mitigate myotoxicity. Thus far, only a handful of clinical studies have investigated the capacity to reverse the impact of chemotherapy on muscle, and very few mechanistic studies exist [3]. Next‐generation sequencing (NGS) has revolutionized the field of understanding metabolic pathways at the transcript level. While conventional methods are able to quantify a limited number of preselected genes (i.e., PCR), and microarrays offer broader profiling but with inherent limitations in range and the detection of novel transcripts, RNA sequencing (RNA‐seq) enables the high‐throughput sequencing of thousands of RNA molecules in parallel. Advantages over traditional approaches include accurate quantification of both highly and lowly expressed genes, detecting novel transcripts in an untargeted approach, identification of splice variants and unannotated genes, providing a truly comprehensive view of the transcriptome. NGS is a powerful tool that identifies transcriptional changes between two conditions and has been used for studies on tumours [4, 5] but not for muscle exposed to chemotherapy in the tumour‐bearing state. Given that the myotoxicity induced by chemotherapy induces diverse and complex changes in muscle, genome‐wide mRNA profiling is a powerful tool that reveals the molecular intricacies of chemotherapy impact on muscle.

Provision of fish oil, rich in eicosapentaenoic acid (C20:5n‐3; EPA) and docosahexaenoic acid (C22:6n‐3, DHA), has emerged as a potential dietary strategy to counteract chemotherapy's adverse effects on skeletal muscle [6, 7]. In aging and chronic disease, n‐3 fatty acids have been shown to impact mitochondrial function, insulin response and other anabolic pathways [8, 9]. Using a preclinical model of colorectal cancer (CRC), a diet containing fish oil (EPA + DHA) initiated at the start of chemotherapy (irinotecan [CPT‐11] + 5‐fluorouracil [5‐FU]) effectively mitigated chemotherapy‐associated myosteatosis (fat infiltration in muscle) while asserting tumour control [10], which aligns with observations in the clinical setting [11]. Prevention of chemotherapy‐induced myosteatosis observed with provision of fish oil in that study was associated with downregulation of adipogenic transcription factors measured using RT‐qPCR, indicating that EPA + DHA may inhibit fat storage by modulating the expression of genes involved in adipogenesis [10]. Other elements were not evaluated, providing the opportunity herein for an unbiased approach to identifying pathways evoking myotoxicity as a result of chemotherapy and the potential to be modified through a nutritional therapeutic strategy.

Understanding the precise molecular and cellular impact of chemotherapy within muscle in humans is challenged by heterogeneity in patient groups and treatments, adherence to the intervention and the capacity to collect patient biopsies, which is not possible in many oncological settings. This study uses a tumour‐bearing rat model to study chemotherapy's impact on skeletal muscle. This is clinically relevant as chemotherapy is not provided in the healthy condition. We used a chemotherapy regimen that recapitulates therapy for CRC in humans with respect to doses, cycles and toxicity of a combined regimen of CPT‐11 + 5‐FU [12, 13] provided over two cycles. mRNA from muscle was used to assess chemotherapy‐induced transcriptomic changes and the impact of dietary EPA + DHA provided over the same period [10]. Unbiased genome‐wide mRNA profiling was used to explore differentially expressed transcripts, diseases and biological functions, insights into upstream regulators and canonical pathways altered after two cycles of chemotherapy treatment and the effect of dietary EPA + DHA in the understanding of the potential benefits to muscle.

## 2 Materials and Methods

### 2.1 Animal Model and Experimental Design

The study was approved by the University of Alberta Animal Care and Use Committee and conducted in accordance with the Guidelines of the Canadian Council on Animal Care. The experimental design has previously been described, and the *gastrocnemius* muscles used here were those archived from that study in order to investigate pathways contributing to myotoxicity and those amenable to a dietary intervention [10]. Briefly, 1 week before tumour implantation, female Fischer 344 rats (*n* = 72) weighing an average of 127 ± 18 g aged 11–12 were randomly assigned to one of three treatment arms: tumour‐bearing group on a standard diet (STD) that did not receive chemotherapy (TUMOUR STD [*n* = 8]), tumour‐bearing group that received two cycles of chemotherapy on standard diet during chemotherapy (CHEMO STD [*n* = 8]) and tumour‐bearing group that received two cycles of chemotherapy on diet containing fish oil (CHEMO FO [*n* = 8]; Figure 1a). For the latter group, the standard diet was switched to a diet containing EPA + DHA at the start of chemotherapy. Rats in the CHEMO STD group and CHEMO FO group underwent two cycles of chemotherapy as previously described [10]. The study design and rationale for muscle transcriptomic analyses using NGS on the gastrocnemius muscle biopsies are shown in Figure 1a. This analysis enables understanding of molecular mechanisms to address firstly, the specific effect of repeated cycles of chemotherapy in the tumour‐bearing state (chemotherapy effect) and secondly, the pathways by which dietary EPA + DHA (diet effect) modifies the muscle transcriptome response to chemotherapy.

**FIGURE 1:**
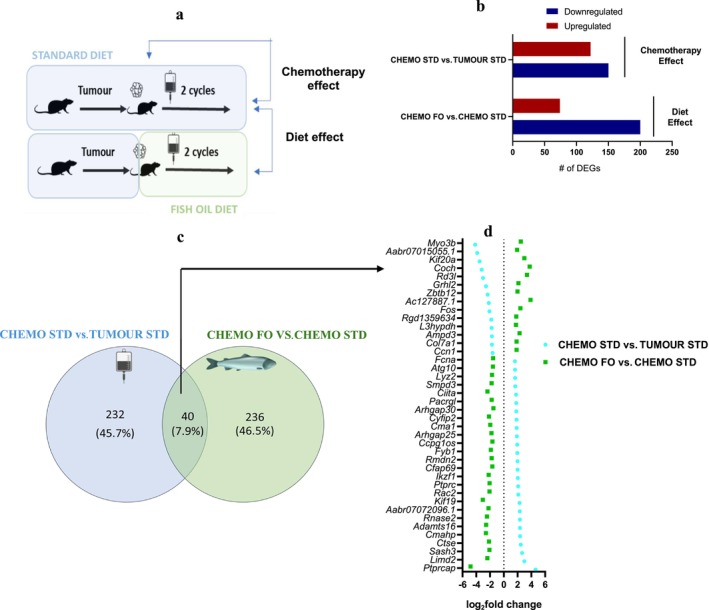
Number of upregulated, downregulated and overlap genes in the assessment of chemotherapy effects and diet effects. (a) Experimental design and differential gene expression comparison groups denoting the chemotherapy effect and the diet effect comparisons, (b) the total number of upregulated and downregulated genes in both comparisons, (c) Venn diagram of the DEGs in both comparisons showing the overlap and (d) comparison of differentially expressed genes showing those altered by chemotherapy on a standard and fish diet (EPA + DHA). CHEMO—chemotherapy, CHEMO FO—tumour‐bearing animals that received chemotherapy, consumed fish oil diet, started the same day as chemotherapy (*n* = 8), CHEMO STD—tumour‐bearing animals that received chemotherapy (*n* = 7), consumed standard diet, FO—fish oil, STD—standard diet, TUMOUR STD—tumour‐bearing animals that did not receive chemotherapy (*n* = 5), consumed standard diet.

### 2.2 Tumour Implantation and Chemotherapy Administration

Tumour implantation, chemotherapy administration and accrual of *gastrocnemius* muscle were described previously [10]. Briefly, the Ward colorectal primary carcinoma (0.05 g; supplied by Dr. Y. Rustum, Roswell Park Institute Buffalo, NY, USA) was allowed to grow for 2 weeks (Days −14 to 0). On Day 0 (the first day of chemotherapy), CPT‐11 was administered, while 5‐FU was administered the following day (50 mg/kg bw) representing one cycle of chemotherapy. The same combination (Cycle 2) was given on Days 7 and 8, respectively. Rats were sacrificed and gastrocnemius muscle harvested 7 days later [10].

### 2.3 Diet Composition

The components of both semipurified, isocaloric and isonitrogenous standard and fish oil diets have previously been described [10]. Both diets provided 20% of total calories from protein, 40% from fat and 40% from carbohydrates. Saturated, monounsaturated and polyunsaturated content were similar between the standard and fish oil diets with only the amount of EPA + DHA content (**3.5% w/w)** different between the diets. The amount of EPA and DHA provided aligns with levels consumed by humans in clinical trials [11]. Body weight, food intake and tumour measurement procedures have been previously reported [10].

### 2.4 RNA Extraction

The MagMax‐96 total RNA isolation Kit (Ambion, Austin, TX, USA) was used to extract total RNA from gastrocnemius muscle (10 mg/*n* ≥ 5 per group) according to the manufacturer's protocol. The quantity and quality of extracted RNA were determined using a NanoDrop spectrophotometer (Thermo Scientific, Wilmington, DE) and an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). RNA integrity number (RIN) from Bioanalyzer were ≥ 9.0, indicating high quality of RNA isolated from muscle biopsies, and these were subjected to NGS analysis.

### 2.5 Next‐Generation RNA‐seq and Bioinformatic Analyses

PlantBiosis Ltd. (Lethbridge, Alberta, Canada) provided NGS services from library preparation and sequencing. The TruSeq Stranded Total RNA with Ribo‐Zero Human/Mouse/Rat kit was used to make RNA‐seq libraries, which were prepared according to the manufacturer's instructions. For rRNA depletion, 1 μg of total RNA per sample was employed as an input, which was further purified, fragmented and used for cDNA synthesis. There were *n* = 5, *n* = 7 and *n* = 8 samples sequenced from TUMOUR STD, CHEMO STD and CHEMO FO, respectively. All samples were sequenced on an Illumina NextSeq 500 with high‐throughput 2 × 150 nt (paired‐end sequencing) runs at a density of 35 samples per flow cell, resulting in 10–13 million reads per sample. Illumina CASAVA 1.9 with default parameters was used for base calling and demultiplexing. Trim Galore v.0.4.1 was used to trim the adapters. FastQC v.0.11.4 was used to check the quality of the sequenced reads. Tophat 2.0.10 and Bowtie2 were used to match the trimmed sequences to the rat reference genome. The rat genome (Rnor 6, Ensembl) was used as a reference genome and was downloaded from the iGENOME website. Sequences that were aligned were saved as .sam files, which were subsequently transformed to .bam files and used for further data processing. Partek Flow software was used to analyse the data in the (.bam) files. Ensembl *Rattus norvegicus* Rnor‐6.0.104 was used to annotate mRNAs. DEseq2 was used to perform DEG analysis (fold‐change cut‐off ≥ 1.5 and *p* value < 0.05) [14]. Data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO series accession number GSE281112.

### 2.6 Functional Annotation, Pathway and Statistical Analysis

The DEGs from the transcriptome analysis were subjected to in silico functional annotation using ingenuity pathway analysis (IPA, QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) to identify canonical pathways, diseases and biological functions and upstream regulators. Upstream analysis examines the expected effects between upstream regulators and downstream target genes from the manually curated IPA knowledgebase. If the direction of expression (up or down) of the transcriptional regulator in the study is consistent with those observed from the manually curated results for that target regulator in the IPA database, the predicted state of effect is considered activated (*z* score > 2) or inhibited (*z* score < −2), respectively. IPA calculates a separate *p* value (*p* value of overlap using Fischer's exact test) for biological process prediction. The −log(*p* value) > 1.3 (equivalent to a nominal *p* value of 0.05) was used as a threshold for canonical pathway analysis, diseases and functions. For upstream regulators, the *p* value of overlap < 0.05 was set as the threshold to signify the overlap between the genes in the data set to those by the upstream regulator indicated in IPA. TUMOUR STD was compared with CHEMO STD to determine the chemotherapy effect, while CHEMO STD was compared with CHEMO FO to evaluate the effect of fish oil (Diet effect). Histogram plots were made using GraphPad Prism (Version 8.0, GraphPad Software Inc.).

## 3 Results

### 3.1 Transcriptomic Impact of Chemotherapy: A Comparison of Muscle Transcriptome Between Animals Receiving Two Cycles of Chemotherapy on a Standard Diet and Tumour‐Bearing Animals

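Gastrocnemius muscle of female Fischer 344 rats carrying the Ward colorectal tumour was sequenced from total RNA after removal of ribosomal RNA, with a stranded kit. TUMOUR STD rats (5 libraries) received no chemotherapy. CHEMO STD rats (7 libraries) received 2 cycles of irinotecan (CPT‐11), a topoisomerase inhibitor, and 5‐fluorouracil (5‐FU), an antimetabolite, and their muscle was taken 7 days after the last cycle. The deposited values are raw counts of reads per gene. The authors trimmed adapters with Trim Galore, aligned the reads to the rat genome (Rnor 6) with TopHat and Bowtie2 and counted them in Partek Flow on the Ensembl annotation. How that counting treated strand and reads shared by several genes is not given in the sources used here, so genes with near-identical copies or an antisense partner are uncertain. Counts per library ranged from 5422118 to 10857477 (median 6200550) in TUMOUR STD and from 3020821 to 10516783 (median 4944773) in CHEMO STD. The paper states 10 M to 13 M reads sequenced per sample, and the values here use the counts. CHEMO STD replicates 1 and 2 differed by 2.04 times the variance of independent reads, against 5.00 to 90.2 times in the others of 190 pairs of libraries. They were therefore summed and counted as 1 sample (CHEMO STD 1+2), a choice made after the data were examined, so n is 5 in TUMOUR STD and 6 in CHEMO STD. The quasi-likelihood test of edgeR was fitted to all 19 samples over the 11716 genes that passed its low-count filter, with TMM normalization. The study's threshold is an unadjusted p under 0.05 with a fold change of at least 1.5. A gene is given with its log2 fold change and standard error, and those named for a change passed that threshold unless marked. Genes below the filter were tested in a second fit that kept every gene with at least 1 read. On simulated counts for this comparison, an adjusted p under 0.05 from edgeR recovered 7 of 50 genes changed 1.5-fold, 26 of 50 changed 2-fold, 48 of 50 changed 3-fold and 49 of 50 changed 4-fold. The study's threshold called 283 of 11516 unchanged genes, and the adjusted p called 1. Each gene was drawn on its own, without the correlation between genes or the outlying samples of the real data. These rates may therefore not hold for the real data. Before the counts were examined, 54 gene lists for muscle, immune and metabolic processes and for cell types were set. The paper and its tables had been read by then, so the reported results could have shaped any of these lists. The study chose 11 of them on these samples, and those are not independent evidence of a direction. The lists were tested with limma's camera, which asks whether a list moved more than other genes, at a preset correlation of 0.01. Samples given as higher or lower for a list are those beyond the mean of the group compared with, in the average log2 CPM of its genes. A few outlying samples in that group can shift this number. Of 52 lists with a tested member, 26 were called at an adjusted p under 0.05 (6 higher and 20 lower in CHEMO STD), and 4 of these, all chosen by the study, held with a correlation estimated from the data. At the preset correlation, other splits of these samples into groups of the same sizes called a median of 11 lists (highest 29). A call at that correlation is therefore no firm evidence by itself.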

To evaluate the chemotherapy effect, a comparative analysis of gene expression profiles between CHEMO STD versus TUMOUR STD (Table 1) was conducted. A total of *N* = 272 genes were found to be differentially expressed in the CHEMO STD versus TUMOUR STD comparison, with 150 genes (55%) upregulated and 122 genes (44%) downregulated (Figure 1b). 

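Contractile and early response genes stood among those lower in CHEMO STD muscle at the study's threshold. Myh11, the smooth muscle myosin heavy chain, was at 50.0 ± 12.3 CPM in CHEMO STD (SD, n = 6) and 95.2 ± 25.7 CPM in TUMOUR STD (SD, n = 5), a log2 fold change of −0.93 with a standard error of 0.22. Acta2, the smooth muscle actin, had a log2 fold change of −1.11 (standard error 0.28), and Flnc, filamin C of the Z-disc, one of −0.79 (standard error 0.20). The early response genes Dusp1 and Egr1 had −0.88 (standard error 0.21) and −0.98 (standard error 0.27). Prox1, a transcription factor of lymphatic endothelium and slow fibres, had −0.88 (standard error 0.23), and Parp2, of DNA strand break repair, −0.77 (standard error 0.20). Among higher genes, Cyb5d2 had 1.45 (standard error 0.39), and Mnda, a nuclear protein of myeloid cells, 1.31 (standard error 0.36). At the study's threshold, 276 genes were called, 107 higher and 169 lower in CHEMO STD. In edgeR, 753 genes had an unadjusted p under 0.05. Evenly spread p would give 586. Other splits of these samples into groups of the same sizes gave 99 to 2054, most of them fewer than 753. Chance is therefore not excluded for this number. An adjusted p under 0.05 was reached by 0 genes with edgeR (smallest 0.728, and 0.635 with every gene of at least 1 read kept), 0 with DESeq2 and 0 with limma, which gave 802 and 1058 genes at an unadjusted p under 0.05 and 294 and 313 at the study's threshold. The larger direction turned without TUMOUR STD 8 (522 genes, 270 higher and 252 lower), without TUMOUR STD 10 (158, 83 higher and 75 lower) and with 20 separate libraries in DESeq2 without the filter (351, 178 higher and 173 lower). The count was 447 without TUMOUR STD 11 (192 higher and 255 lower), 592 without CHEMO STD 1 and 2 (214 higher and 378 lower) and 998 with no filter beyond 1 read (395 higher and 603 lower).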

The full list of the differentially expressed genes is shown in Table S1. The full list of all diseases and biological functions is shown in Table S2. *N* = 58 canonical pathways were identified from the canonical pathway analysis at −log(*p* value) threshold of 1.3 (or *p* value ≤ 0.05; Table S3).

**TABLE 1:** Diseases and functional annotation.

Exclusive to animals receiving chemotherapy on a standard diet (CHEMO STD)	Common to all animals receiving chemotherapy (CHEMO STD and CHEMO FO)	Exclusive to animals receiving chemotherapy on a diet containing EPA + DHA (CHEMO FO)
Abnormal morphology/abnormal development		
Proliferation of muscle cells *p* < 10^−7^		
Development of body trunk *p* < 10^−6^		
Limb defect *p* < 10^−4^		
Connective tissue disorder *p* < 10^−6^		
Differentiation of connective tissue *p* < 10^−4^		
Cell death		
Organismal death *p* < 10^−5^		
Necrosis *p* < 10^−3^		
Apoptosis *p* < 10^−3^		
Metabolic disease		
Glucose metabolism disorder *p* < 10^−5^		
Nervous system		
Migration of neurons *p* < 10^−3^		
Density of neurons *p* < 10^−3^		
Neurodevelopmental disorder *p* < 10^−3^		
	Immune response	
*p* < 10^−7^	Function of leukocytes	*p* < 10^−14^
*p* < 10^−6^	Recruitment of leukocytes	*p* < 10^−4^
*p* < 10^−5^	Leukocyte migration	*p* < 10^−13^
*p* < 10^−5^	Inflammatory response	*p* < 10^−7^
*p* < 10^−3^	Quantity of lymphatic system cells	*p* < 10^−15^
*p* < 10^−4^	Proliferation of blood cells	*p* < 10^−12^
*p* < 10^−4^	Quantity of thymocytes	*p* < 10^−5^
*p* < 10^−4^	Chemotaxis	*p* < 10^−5^
*p* < 10^−4^	Proliferation of immune cells	*p* < 10^−13^
*p* < 10^−4^	Systemic autoimmune syndrome	*p* < 10^−5^
*p* < 10^−4^	Proliferation of lymphocytes	*p* < 10^−13^
*p* < 10^−3^	Quantity of IgG	*p* < 10^−6^
*p* < 10^−3^	Function of antigen‐presenting cells	*p* < 10^−5^
		*p* < 10^−13^ Quantity of T lymphocytes
		*p* < 10^−11^ Activation of T lymphocytes
		*p* < 10^−8^ Apoptosis of mononuclear leukocytes
		*p* < 10^−7^ Quantity of granulocytes
		*p* < 10^−7^ Cell tethering or rolling of leukocytes
		*p* < 10^−11^ Cell movement of lymphocytes
		*p* < 10^−8^ Cell death of immune cells
		*p* < 10^−7^ Quantity of CD4 + T lymphocytes
		*p* < 10^−5^ Cellular infiltration by myeloid cells
		*p* < 10^−5^ Cell rolling of neutrophils
		Nervous system
		*p* < 10^−5^ Abnormal conduction by nerves

*Note:* For the common immune response, the *p* value on the left represents that of the control versus tumour (chemotherapy effect), while the *p* value on the right represents that of the fish oil versus control diet (diet effect) comparison.

Abbreviations: CHEMO—chemotherapy, CHEMO FO—tumour‐bearing animals that received chemotherapy—consumed fish oil diet—started the same day as chemotherapy, CHEMO STD—tumour‐bearing animals that received chemotherapy—consumed control diet, DHA—docosahexaenoic acid, EPA—eicosapentaenoic acid, FO—fish oil, STD—standard diet.

#### 3.1.1 Chemotherapy Altered Immune‐Related Functions and Cell Death Functions

Chemotherapy profoundly influenced immune‐related pathways. 

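Macrophage genes rose as a list in CHEMO STD muscle. Lyz2, the lysozyme of macrophages, was at 75.3 ± 47.0 CPM in CHEMO STD (SD, n = 6) and 45.7 ± 10.3 CPM in TUMOUR STD (SD, n = 5). That is a log2 fold change of 0.72 (standard error 0.26). Of 23 macrophage and monocyte genes tested, 19 lay above 0 and 3, Lyz2 among them, were higher at the study's threshold with edgeR (3 with DESeq2 and 9 with limma), with a median log2 fold change of 0.46 (adjusted p = 2.47e-05 from limma's camera, adjusted p = 0.307 with an estimated correlation, higher in 6 of 6 samples). With p adjusted over the list alone, 0 of them passed with edgeR, 4 having an unadjusted p under 0.05, 0 with DESeq2 and 4 with limma. The mast cell list also rose, with 6 of 7 genes above 0 (median 0.60, adjusted p = 0.00923 from limma's camera, adjusted p = 0.257 with an estimated correlation, higher in 5 of 6 samples), led by the chymase Cma1 at 0.82 (standard error 0.33). The 5 tested genes of MHC class II antigen presentation did not pass (median 0.38, adjusted p = 0.167 from limma's camera, higher in 4 of 6 samples), and were called with DESeq2 (adjusted p = 0.0352), with 20 separate libraries in DESeq2 (0.0178), with 20 separate libraries in DESeq2 without the filter (0.00304) and without TUMOUR STD 10 (0.00216), TUMOUR STD 12 (0.0473), CHEMO STD 3 (0.0199) or CHEMO STD 5 (0.0436), but not with an estimated correlation (adjusted p = 0.288 to 0.582, not run with DESeq2). Lymphocyte genes lay mostly below the filter, so their counts were summed per sample, a measure added after the data were examined. The T cell genes summed to 47.1 ± 35.1 CPM in CHEMO STD (SD, n = 6) and 40.1 ± 13.3 CPM in TUMOUR STD (SD, n = 5), and the B cell genes to 50.4 ± 63.4 and 27.2 ± 4.19 CPM (SD). CHEMO STD 7 stood apart, with 118 CPM of T cell genes against 43.1 in the next CHEMO STD sample, and 179.8 CPM of B cell genes against 29.2. Lyz2 missed the study's threshold without CHEMO STD 7 (log2 fold change 0.31) and Cma1 missed it without CHEMO STD 1 and 2 (0.70), TUMOUR STD 10 (0.66), TUMOUR STD 11 (0.71) or CHEMO STD 7 (0.67). The mast cell call was lost with limma (adjusted p = 0.0655) and without CHEMO STD 1 and 2 (0.290), TUMOUR STD 8 (0.0581) or TUMOUR STD 11 (0.0843). The mast cell median moved, with the list still called, with no filter beyond 1 read (median 0.29), with the stricter filter (0.38), with 20 separate libraries in DESeq2 without the filter (0.34) and without CHEMO STD 7 (0.34) or CHEMO STD 7 and CHEMO FO 18 (0.34). The MHC class II median changed sign without CHEMO STD 7 (median −0.091) or CHEMO STD 7 and CHEMO FO 18 (−0.083).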

Functional annotation revealed altered expression of genes involved in immune cell populations, including lymphatic system cells, thymocytes and blood cells, as well as immunoglobulin G (IgG) levels and antigen‐presenting cell (Table 1). 

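Genes of the apoptosis machinery differed little between CHEMO STD and TUMOUR STD muscle. Cycs, the cytochrome c that triggers apoptosis when it leaves mitochondria, was at 774 ± 150.0 CPM in CHEMO STD (SD, n = 6) and 579 ± 238 CPM in TUMOUR STD (SD, n = 5), with a log2 fold change of 0.42 (standard error 0.25, not at the study's threshold). Of 35 apoptosis genes tested, 23 lay above 0, with a median of 0.08, and the list did not pass (adjusted p = 0.413 from limma's camera, higher in 4 of 6 samples). With edgeR, 0 of them were at the study's threshold and 0 had an unadjusted p under 0.05, and with DESeq2 and with limma 1 was higher (Bid, which links death receptors to mitochondria). When adjusted over the list alone, 0 passed with each tool. Cycs reached the study's threshold without TUMOUR STD 8 (log2 fold change 0.59).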

Marked activation of cell death functions, including organismal death, necrosis and apoptosis, was observed (*p* < 10^−3^; Table 1). The gene with the highest *p* value in the differential expression associated with chemotherapy was *Cd209f*, with a log_2_ FC of 8.20 (Table 2). 

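Cd209f, a C-type lectin receptor of macrophages and dendritic cells, was counted 72 times over the CHEMO STD samples and 6 times over TUMOUR STD. It lies below the low-count filter. With every gene of at least 1 read kept, its log2 fold change was 2.79 (standard error 0.90), at 1.18 ± 0.723 CPM in CHEMO STD (SD, n = 6) and 0.179 ± 0.176 CPM in TUMOUR STD (SD, n = 5). Cish, a feedback inhibitor of cytokine signalling, had a log2 fold change of 1.73 (standard error 0.66), and the stress gene Gadd45g 1.48 (standard error 0.52). Lower genes included Caskin1, a scaffold protein of synapses, at −1.38 (standard error 0.49), and the neurotrophin receptor Ntrk3 at −1.43 (standard error 0.45). Ptprcap, Limd2 and Sash3, which lymphocytes express, had log2 fold changes of 2.30 (standard error 0.84), 1.61 (standard error 0.61) and 1.47 (standard error 0.50). Ptprcap missed the study's threshold with DESeq2 (log2 fold change 2.34), with limma (1.1) and without CHEMO STD 7 (0.59) and Limd2 missed it with limma (0.51) and without CHEMO STD 7 (0.30). Sash3 missed it without CHEMO STD 7 (0.70). Of 44 genes that the paper names for this comparison, 27 passed the low-count filter and 21 of those were at the study's threshold. Their adjusted p exceeded 0.05 in edgeR.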

*Cd209f* plays a key role in the induction of immune responses against numerous pathogens by modulating TLR‐induced activation [15]. The expression of genes involved in the complement system, a pivotal bridge between innate and acquired immunity, was increased following chemotherapy. The complement component 3 (*C3*), a central and abundant factor in complement system activation and the classical pathway subcomponents *C1qb* and *C1qc* were all increased (Table S3) in response to chemotherapy in rats on a standard diet. 

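The complement genes rose as a list, mostly by amounts under 1.5-fold. C1qb and C1qc encode chains of the first component of the classical pathway. C1qc was at 45.4 ± 17.0 CPM in CHEMO STD (SD, n = 6) and 33.6 ± 9.63 CPM in TUMOUR STD (SD, n = 5), and the log2 fold changes were 0.45 (standard error 0.26, not at the study's threshold) for C1qc and 0.51 (standard error 0.33, not at the study's threshold) for C1qb. C3, the central component, had few counts (95 in CHEMO STD and 36 in TUMOUR STD) and a log2 fold change of 1.02 (standard error 1.42, not at the study's threshold). Fcna, a ficolin of the lectin pathway, had 0.61 (standard error 0.22). Of 23 complement genes tested, 18 lay above 0, with a median of 0.35, and 1 (Fcna) was at the study's threshold (adjusted p = 0.00220 from limma's camera, adjusted p = 0.307 with an estimated correlation, higher in 4 of 6 samples). Adjusted over the list alone, 0 passed with edgeR, DESeq2 or limma, which gave 2, 3 and 6 genes at an unadjusted p under 0.05. The list call was lost without CHEMO STD 1 and 2 (adjusted p = 0.187), TUMOUR STD 8 (0.0505), TUMOUR STD 9 (0.0575) or TUMOUR STD 11 (0.0628). The complement median moved, with the list still called, without CHEMO STD 7 (median 0.071) or CHEMO STD 7 and CHEMO FO 18 (0.16). C3 reached the study's threshold with DESeq2 (log2 fold change 1.01) and with 20 separate libraries in DESeq2 (1.04) and C1qb reached it with 20 separate libraries in DESeq2 (0.66). C1qc reached it with 20 separate libraries (0.59) and Fcna missed it with limma (0.57) and without CHEMO STD 1 and 2 (0.52), TUMOUR STD 8 (0.54), TUMOUR STD 11 (0.50) or CHEMO STD 7 (0.42).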

The classical pathway subcomponents *C1qb*, *C1qc* and *C3* mediate inflammation by regulating leukocyte adhesion, and migration exhibited elevated expression levels postchemotherapy.

**TABLE 2:** Chemotherapy effect: Top 15 upregulated and downregulated differentially expressed genes altered by chemotherapy (CHEMO STD vs. TUM STD).

Gene name	Description	log_2_fold change	*p*
Upregulated			
*Cd209f*	CD209f molecule	8.20	5.00E‐04
*Ptprcap*	Protein tyrosine phosphatase, receptor type, C‐associated protein	4.61	8.09E‐03
*Cish*	Cytokine inducible SH2‐containing protein	3.70	2.17E‐03
*Arrdc2*	Arrestin domain containing 2	3.31	1.59E‐02
*Ms4a6bl*	Membrane‐spanning 4‐domains, subfamily A, member 6B‐like 1	3.16	1.82E‐02
*Spata1*	Spermatogenesis associated 1	3.07	7.54E‐03
*Limd2*	LIM domain containing 2	2.98	3.10E‐03
*Gadd45g*	Growth arrest and DNA damage‐inducible gamma	2.96	3.24E‐04
*Adgb*	Androglobin	2.82	4.28E‐02
*Cyb5d2*	Cytochrome b5 domain containing 2	2.79	2.74E‐04
*Ntsr1*	Neurotensin receptor 1	2.79	1.26E‐02
*Frat2*	FRAT regulator of WNT signalling pathway 2	2.77	4.63E‐02
*Hpgd*	15‐Hydroxyprostaglandin dehydrogenase	2.77	1.66E‐02
*Sash3*	SAM and SH3 domain containing 3	2.65	3.81E‐03
*Mnda*	Myeloid cell nuclear differentiation antigen	2.63	3.71E‐05
Downregulated			
*Caskin1*	CASK interacting protein 1	−2.44	2.50E‐03
*Opcml*	Opioid binding protein/cell adhesion molecule‐like	−2.45	1.19E‐02
*Ptx4*	Pentraxin 4	−2.47	1.36E‐02
*Mmp17*	Matrix metallopeptidase 17	−2.49	1.58E‐02
*Pla2g4e*	Phospholipase A2, group IVE	−2.58	2.33E‐02
*Grhl2*	Grainyhead‐like transcription factor 2	−2.59	1.47E‐02
*Ntrk3*	Neurotrophic receptor tyrosine kinase 3	−2.63	3.46E‐03
*Il17re*	Interleukin 17 receptor E	−2.84	2.74E‐02
*Lrrc55*	Leucine‐rich repeat containing 55	−2.93	3.62E‐03
*Rd3l*	RD3 like	−3.03	1.08E‐02
*Lrrc52*	Leucine‐rich repeat containing 52	−3.12	7.03E‐03
*Coch*	Cochlin	−3.22	4.13E‐02
*Chl1*	Cell adhesion molecule L1‐like	−3.51	5.31E‐03
*Kif20a*	Kinesin family member 20A	−3.52	1.29E‐02
*Myo3b*	Myosin IIIB	−4.16	1.58E‐03

*Note:* Tumour‐bearing animals were compared to animals that received chemotherapy; both consumed a standard diet. Positive log_2_fold changes are upregulated genes, while negative log_2_fold changes are downregulated genes. Shaded rows are those genes that are overlapping between the chemotherapy effect and the diet effect ([CHEMO STD vs. TUM STD] and [CHEMO FO vs. CHEMO STD]). *p* value < 0.05 was considered significant.

Abbreviations: CHEMO—chemotherapy, STD—standard diet.

The comparison between CHEMO STD versus TUMOUR STD predicted alterations in upstream regulators that modulate downstream effector genes associated with immune response (Table S4). Several upstream regulators involved in immune modulation were altered by chemotherapy. 

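Interferon‐induced genes went both ways in CHEMO STD muscle. Nmi, which binds STAT proteins, had a log2 fold change of 0.72 (standard error 0.29), and Mx2, an antiviral GTPase, −0.83 (standard error 0.31). The study links 36 genes to interferon gamma (IFNG). Of 35 tested, 8 were higher and 16 lower at the study's threshold, and adjusted over the list alone 5 were higher and 14 lower. The study chose them on these samples, so these counts are not independent evidence. The list did not pass (adjusted p = 0.413 from limma's camera, lower in 4 of 6 samples). Its median log2 fold change was 0.45, while the mean score of its genes differed by −0.06 and the test pointed down. The IFNG list median changed sign with no filter beyond 1 read (median −0.084), with the stricter filter (−0.62), in a fit of only the 2 groups (−0.075), with 20 separate libraries (−0.03), with 20 separate libraries in DESeq2 (−0.024), with 20 separate libraries in DESeq2 without the filter (−0.024) and without CHEMO STD 7 and CHEMO FO 18 together, TUMOUR STD 8, CHEMO STD 1, 3, 5, 6 or 7 or CHEMO FO 13, 15, 18 or 19 (−0.61 to −0.056). Nmi missed the study's threshold without CHEMO STD 7 (log2 fold change 0.62) and Mx2 missed it without TUMOUR STD 8 (−0.60).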

Interferon gamma (IFNG), a pro‐inflammatory cytokine known to mediate immune activation and muscle inflammation, was predicted to be activated (*z* score = 2.12). Cyclosporin A, an immunomodulatory agent that interferes with calcium signalling and T‐cell activation, was also predicted to be activated (*z* score = 1.83). In contrast, components of the transforming growth factor beta (TGFβ) family, particularly TGFB1 (*z* score = −2.43, *p* value = 5.21E‐08), were predicted to be inhibited, reflecting a suppression of tissue repair and immune‐regulatory pathways. 

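Of 42 tested genes that the study links to transforming growth factor beta 1 (TGFB1), 24 were lower and 6 higher in CHEMO STD at the study's threshold. With p adjusted over the list alone, 20 were lower and 4 higher. Together the genes fell with a median log2 fold change of −0.77 (adjusted p = 4.96e-05 from limma's camera, adjusted p = 0.169 with an estimated correlation, lower in 5 of 6 samples). The study chose these genes on the same samples, so their direction is not independent evidence.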

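Fos, a subunit of the AP-1 transcription factor, was at 9.90 ± 3.27 CPM in CHEMO STD (SD, n = 6) and 20.4 ± 6.25 CPM in TUMOUR STD (SD, n = 5), with a log2 fold change of −1.04 and a standard error of 0.30. It is one of 13 tested genes that the study links to SMAD3, of which 9 were lower at the study's threshold. When adjusted over the list alone, 9 were lower, which is not independent evidence because the study picked the genes on these samples. The list fell, with a median of −0.79 (adjusted p = 1.98e-06 from limma's camera, adjusted p = 0.0516 with an estimated correlation, lower in 6 of 6 samples).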

Mothers against decapentaplegic homologue 3 (SMAD3), a key intracellular effector of TGFβ signalling that regulates inflammation and fibrosis, was likewise predicted to be inhibited (*z* score = −2.53, *p* value = 4.61E‐07), further supporting an overall disruption of anti‐inflammatory signalling cascades.

#### 3.1.2 Chemotherapy‐Induced Disruption of Glucose Metabolism and Energy Homeostasis Effects

Metabolic disturbances, particularly glucose metabolism disorders, were also identified in the chemotherapy group (Table 1). 

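Genes of glucose uptake and glycolysis did not move together. The hexokinases Hk2 and Hk1, which trap glucose in the cell, had log2 fold changes of −0.40 (standard error 0.16, not at the study's threshold) and −0.51 (standard error 0.22, not at the study's threshold). Hk2 was at 128 ± 25.0 CPM in CHEMO STD (SD, n = 6) and 169 ± 26.1 CPM in TUMOUR STD (SD, n = 5). The glucose transporter Slc2a1 had a log2 fold change of −0.77 (standard error 0.37). Of 32 genes of the list, 12 lay above 0 and 20 below, 1 (Slc2a1) was lower at the study's threshold and 0 were higher with edgeR. At an unadjusted p under 0.05, 1 was higher and 3 lower. DESeq2 gave 1 lower and 0 higher at the study's threshold, and limma 1 lower and 1 higher. Adjusted over the list alone, 0 passed with these tools. The list did not pass (median −0.03, adjusted p = 0.524 from limma's camera, lower in 4 of 6 samples). The glycolysis median changed sign without TUMOUR STD 10 (median 0.0068) or CHEMO STD 5 (0.015). Hk1 reached the study's threshold without CHEMO STD 1 and 2 (log2 fold change −0.66), TUMOUR STD 11 (−0.61) or TUMOUR STD 12 (−0.61) and Slc2a1 missed it with relative log expression factors (−0.76), with the stricter filter (−0.77), in a fit of only the 2 groups (−0.76), with 20 separate libraries (−0.57) and without TUMOUR STD 10 or 12, CHEMO STD 3, 4, 5, 6 or 7 or CHEMO FO 13, 15, 16, 19 or 20 (−0.77 to −0.41).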

Significant disruptions in glucose metabolism were evident, alongside predicted inhibition of regulators implicated in energy balance and muscle homeostasis. 

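Ccnd1, cyclin D1 of the G1 phase of the cell cycle, was lower in CHEMO STD muscle, at 11.4 ± 2.86 CPM in CHEMO STD (SD, n = 6) and 20.8 ± 4.14 CPM in TUMOUR STD (SD, n = 5). This gave a log2 fold change of −0.86 (standard error 0.25). It belongs to 9 tested genes that the study links to leptin (LEP), of which 9 were lower at the study's threshold. All 9 also passed when adjusted over the list alone, which is not independent evidence because the genes were picked on these samples. As a list they fell, with a median of −0.86 (adjusted p = 1.07e-12 from limma's camera, adjusted p = 0.00201 with an estimated correlation, lower in 6 of 6 samples).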

Upstream regulator including leptin (LEP) (*z* score = −2.30), which plays a role in energy balance and muscle metabolism was predicted to be inhibited (Table S4).

#### 3.1.3 Chemotherapy‐Induced Structural Disruption of Skeletal Muscle and Extracellular Matrix

Rats that received chemotherapy on a standard diet exhibited significant transcriptomic changes and functional annotations associated with morphology and development, including proliferation of muscle cells (*p* < 10^−7^) and connective tissue disorder (*p* < 10^−6^) (Table 1). 

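As lists, at the preset correlation only, genes of smooth muscle cells and of tendon were called lower in CHEMO STD muscle, and genes of ribosomal proteins higher. Tagln, an actin-binding protein of smooth muscle, was at 31.7 ± 7.45 CPM in CHEMO STD (SD, n = 6) and 53.2 ± 8.15 CPM in TUMOUR STD (SD, n = 5). Its log2 fold change was −0.74 (standard error 0.25), that of the myosin light chain kinase Mylk −0.68 (standard error 0.22) and that of the chloride channel Ano1 −0.68 (standard error 0.20). The smooth muscle and pericyte list fell, with 18 of 19 genes below 0, 8 lower at the study's threshold and 6 when adjusted over the list alone (median −0.37, adjusted p = 3.07e-08 from limma's camera, adjusted p = 0.181 with an estimated correlation, lower in 6 of 6 samples). Thbs4, a matrix protein of the myotendinous junction, had a log2 fold change of −0.79 (standard error 0.32). Of 18 tendon and junction genes, 16 lay below 0 and 4 (Thbs4, Tnc, Col12a1 and Col22a1) were lower at the study's threshold (median −0.57, adjusted p = 9.45e-05 from limma's camera, adjusted p = 0.307 with an estimated correlation, lower in 5 of 6 samples). With p adjusted over the list alone, 0 of them passed with edgeR, DESeq2 or limma, with 4, 4 and 6 at an unadjusted p under 0.05. The list of 18 endothelial genes was called lower (median −0.19, adjusted p = 0.0156 from limma's camera, adjusted p = 0.307 with an estimated correlation, lower in 5 of 6 samples), with 0 genes at the study's threshold and 4 lower at an unadjusted p under 0.05 with each of edgeR, DESeq2 and limma. When adjusted over the list alone, 0 passed with each. Of 71 genes of cytosolic ribosomal proteins, 67 lay above 0, among them Rps23 at 0.39 (standard error 0.13, not at the study's threshold) (list median 0.20, adjusted p = 1.07e-12 from limma's camera, adjusted p = 0.257 with an estimated correlation, higher in 6 of 6 samples). At the study's threshold 0 were called with edgeR, DESeq2 or limma, which gave 17, 24 and 20 higher at an unadjusted p under 0.05, and 0 when adjusted over the list alone. Mylk missed the study's threshold with 20 separate libraries (log2 fold change −0.57) and without TUMOUR STD 10 (−0.53) or CHEMO STD 7 (−0.58) and Ano1 missed it with limma (−0.55) and without TUMOUR STD 9 (−0.58) or TUMOUR STD 10 (−0.54). Thbs4 missed it with 20 separate libraries (−0.59) and without TUMOUR STD 10 (−0.49), TUMOUR STD 12 (−0.64) or CHEMO STD 7 and CHEMO FO 18 (−0.73). TUMOUR STD 10 also stood apart in the summed counts of Schwann cell myelin genes, with 628 CPM against 247 in the next TUMOUR STD sample. The endothelial call was lost with 20 separate libraries (adjusted p = 0.0546) and without TUMOUR STD 8 (0.113), TUMOUR STD 10 (0.0967), CHEMO STD 3 (0.0520) or CHEMO STD 7 and CHEMO FO 18 (0.0587). The tendon and junction median moved, with the list still called, without CHEMO STD 1 and 2 (median −0.87). The ribosomal protein median moved, with the list still called, without TUMOUR STD 10 (median 0.13).

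**Figure D1:**
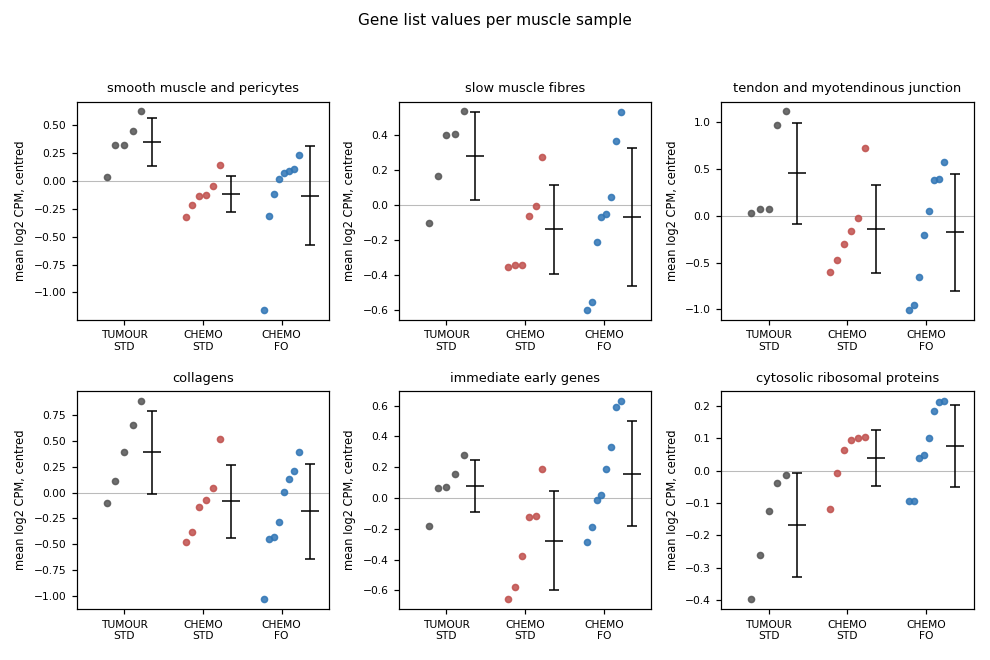
Mean score (vertical axes, the average over a list's genes of log2 CPM, each less its mean over all samples) of 6 gene lists in each sample of TUMOUR STD (n = 5), CHEMO STD (n = 6) and CHEMO FO (n = 8). Points are samples in order of value, and the black dash and bar give the mean ± SD. All 6 CHEMO STD samples lie below the TUMOUR STD mean in the smooth muscle and slow fibre lists, and CHEMO FO 18 lies lowest for smooth muscle at −1.16.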

Myosin IIIB (*Myo3b*) was downregulated 4.16‐fold (log_2_ FC = −4.16) after two cycles of chemotherapy. 

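Myo3b, an unconventional myosin with a kinase domain, was counted 18 times over the 6 CHEMO STD samples and 58 times over the 5 TUMOUR STD samples, and lies below the low-count filter. That is 0.254 ± 0.276 CPM in CHEMO STD and 1.53 ± 0.694 CPM in TUMOUR STD (SD). With every gene of at least 1 read kept, its log2 fold change was −2.22 (standard error 0.73) from edgeR, a signed fold change of −4.67.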

Top significant canonical pathways included dilated cardiomyopathy signalling (−log*p* value = 4.82), integrin‐linked kinase (ILK) signalling (−log*p* value = 4.53), circadian rhythm signalling and calcium signalling (Figure 2a). 

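Slow fibre genes were lower in CHEMO STD muscle. Myom3, an M-band protein of slow fibres, was at 99.0 ± 23.4 CPM in CHEMO STD (SD, n = 6) and 176 ± 51.8 CPM in TUMOUR STD (SD, n = 5). Its change on the log2 scale was −0.84 (standard error 0.29), and Atp2a2, the calcium pump of slow and cardiac muscle, −0.62 (standard error 0.20). Of 15 slow fibre genes tested, 14 lay below 0, 4 (with Myh7 and Myh6) were lower at the study's threshold and 4 when adjusted over the list alone (limma 2 and 0). The list fell with a median of −0.36 (adjusted p = 7.21e-07 from limma's camera, adjusted p = 0.257 with an estimated correlation, lower in 6 of 6 samples). Atp2a2 missed the study's threshold with limma (log2 fold change −0.52) and without CHEMO STD 1 and 2 (−0.57), TUMOUR STD 8 (−0.54), CHEMO STD 6 (−0.57) or CHEMO STD 7 (−0.55).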

ILK signalling is known for its role in enhancing myotendinous junction stability and alleviating muscle stress‐induced damage. 

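Myh7, the slow and cardiac beta myosin heavy chain, is among the most abundant transcripts here, at 3549 ± 719.6 CPM in CHEMO STD (SD, n = 6) and 6808 ± 2232 CPM in TUMOUR STD (SD, n = 5). That is a log2 fold change of −0.94 (standard error 0.28), and that of the cardiac alpha chain Myh6, a neighbouring and similar gene that can share reads with it, −0.68 (standard error 0.23). The non-muscle myosin Myh9 was counted 4 times in CHEMO STD and 3 times in TUMOUR STD, too few to show a difference. How reads shared with similar genes were counted is not given, so this count does not settle how much the gene is expressed. The study links 11 genes to ILK signalling, of which 10 were tested. Lower at the study's threshold were 9, and 1 (Rac2) was higher, with the same counts when adjusted over the list alone. The study chose these genes on these samples, so this is not independent evidence of their direction. Together the genes fell with a median of −0.86 (adjusted p = 1.47e-10 from limma's camera, adjusted p = 0.00491 with an estimated correlation, lower in 6 of 6 samples). Myh6 missed the study's threshold with limma (log2 fold change −0.54).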

The genes involved in ILK signalling, including myosin genes (*Myh11*, *Myh6*, *Myh7* and *Myh9*), were downregulated, suggesting the negative impact of chemotherapy on tight junction stability in rats on a standard diet. The Glycoprotein VI Platelet (GP6) pathway, representing the primary signalling pathway for collagen within the extracellular matrix, exhibited lower expression of genes such as collagen type 1 alpha 1 chain (*Col12a1*), *Col22a1*, *Col27a1* and *Col7a1*, suggesting chemotherapy‐induced alterations to the muscle extracellular matrix. 

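Nearly all measured collagen genes lay lower in CHEMO STD muscle. Col12a1, a collagen that binds to fibril surfaces, was at 110.1 ± 60.5 CPM in CHEMO STD (SD, n = 6) and 207 ± 107 CPM in TUMOUR STD (SD, n = 5). The gene had a log2 fold change of −0.90 (standard error 0.35), Col22a1 of the myotendinous junction −0.60 (standard error 0.24), the fibrillar Col27a1 −0.84 (standard error 0.34) and Col7a1, of anchoring fibrils, −0.73 (standard error 0.38, not at the study's threshold). Of 32 collagen genes, 30 lay below 0 and 4 (Col12a1, Col22a1, Col27a1 and, chosen after its values were seen, Col13a1) were lower at the study's threshold. As a list they fell, with a median of −0.43 (adjusted p = 1.07e-07 from limma's camera, adjusted p = 0.257 with an estimated correlation, lower in 5 of 6 samples). Adjusted over the list alone, 0 passed with edgeR, DESeq2 or limma, and 6, 6 and 10 were lower at an unadjusted p under 0.05. The collagen median moved, with the list still called, without TUMOUR STD 10 (median −0.27). Col12a1 missed the study's threshold with 20 separate libraries (log2 fold change −0.70) and without TUMOUR STD 10 (−0.71), TUMOUR STD 12 (−0.65) or CHEMO STD 7 and CHEMO FO 18 (−0.80) and Col27a1 missed it without TUMOUR STD 11 (−0.73). Col22a1 missed the study's threshold with DESeq2 (log2 fold change −0.58), with limma (−0.55) and without CHEMO STD 1 and 2 together, TUMOUR STD 8, 9 or 10 or CHEMO STD 1 or 4 (−0.58 to −0.40) and Col7a1 reached it in a fit of only the 2 groups (−0.73), with 20 separate libraries (−0.82) and without CHEMO STD 6 (−0.92) or CHEMO FO 19 (−0.73).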

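Several clock genes were lower in CHEMO STD muscle. Nr1d1, a repressor of the clock loop, was at 99.9 ± 13.9 CPM in CHEMO STD (SD, n = 6) and 195 ± 68.9 CPM in TUMOUR STD (SD, n = 5), and had a log2 fold change of −0.97 with a standard error of 0.31. Bhlhe40, another repressor, had −0.65 (standard error 0.21), Per3 of the period family −0.70 (standard error 0.25) and the cryptochrome Cry2 −0.52 (standard error 0.14, not at the study's threshold). Of 19 clock genes tested, 4 were lower and 1 higher at the study's threshold. Beside the genes above these were Dbp and Arntl, which are named only because their values were seen, and 3 were lower when adjusted over the list alone. The list fell with a median of −0.35 (adjusted p = 0.00183 from limma's camera, adjusted p = 0.0960 with an estimated correlation, lower in 6 of 6 samples). The clock gene median moved, with the list still called, without CHEMO STD 1 and 2 (median −0.53). Bhlhe40 missed the study's threshold without CHEMO STD 6 (log2 fold change −0.58) and Cry2 reached it without TUMOUR STD 11 (−0.61).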

Key genes involved in circadian rhythm regulation, such as Basic Helix–Loop–Helix Family Member E40 (*Bhlhe40*), nuclear receptor subfamily 1 group D member 1 (*Nr1d1*) and Period Circadian Regulator 3 (*Per3*), were decreased following chemotherapy administration.

**FIGURE 2:**
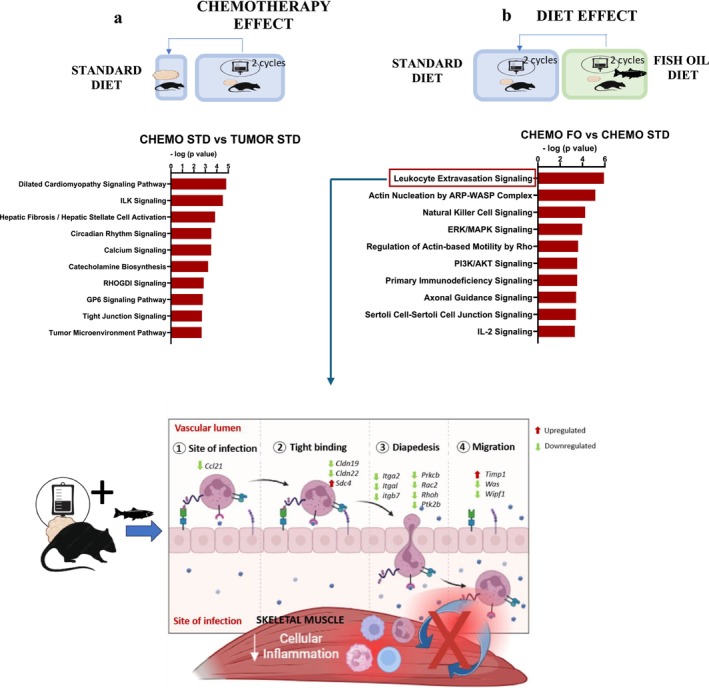
Top pathways altered by chemotherapy on a standard and fish oil diet (EPA + DHA). (a) Chemotherapy effect: top 10 canonical pathways in the CHEMO STD versus TUMOUR STD, (b) diet effect: top 10 canonical pathways in the CHEMO FO versus CHEMO STD and (c) genes in the leukocyte extravasation pathway mostly decreased by CHEMO FO. *Ccl21*—chemokine (C‐C motif) ligand 21, CHEMO—chemotherapy, CHEMO FO—tumour‐bearing animals that received chemotherapy, consumed fish oil diet, started the same day as chemotherapy (*n* = 8), CHEMO STD—tumour‐bearing animals that received chemotherapy, consumed control diet (*n* = 7), *Cldn19*—claudin 19, *Cldn22*—claudin 22, FO—fish oil, ILK—integrin‐linked kinase, *Itga2*—integrin alpha 2, *Itgal*—integrin alpha L, *Itgb7*—integrin subunit beta 7, *Prkcb*—protein kinase C beta type, *Ptk2b*—protein tyrosine kinase 2 beta, *Rac2*—Ras‐related C3 botulinum toxin substrate 2, *Rhoh*—Ras homologue family member H, *Sdc4*—syndecan‐4, STD—standard diet, *Timp1*, metallopeptidase inhibitor 1, TUMOUR STD—tumour‐bearing animals that did not receive chemotherapy, consumed control diet (*n* = 5), *Was*—WASP actin nucleation promoting factor, *Wipf1*—WAS/WASL‐interacting protein family member 1.

#### 3.1.4 Chemotherapy Inhibited Muscle Growth and Repair Upstream Regulators

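A list of 31 textbook target genes of TGF-beta signalling was not chosen by the study but was written after the paper's tables were read. Of these genes, 25 lay below 0 in CHEMO STD, 4 were lower at the study's threshold (Bhlhe40, Acta2, Tagln and Fn1, the last chosen after its values were seen), and 1 was lower when adjusted over the list alone (3 with limma). Together the genes fell with a median log2 fold change of −0.24 (adjusted p = 1.43e-05 from limma's camera, adjusted p = 0.181 with an estimated correlation, lower in 5 of 6 samples). Its member Ltbp3, which stores latent TGF-beta in the matrix, had a log2 fold change of −0.53 (standard error 0.21, not at the study's threshold). Ltbp3 reached the study's threshold without CHEMO STD 1 and 2 (log2 fold change −0.66), TUMOUR STD 8 (−0.64) or TUMOUR STD 11 (−0.61).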

TGFβ family, as an upstream regulator involved in tissue repair mechanisms, was predicted to be inhibited (*z* score = −3.25, *p* value of overlap = 5.21E‐08). Myocardin (MYOCD; *z* score = −2.93, *p* value of overlap = 5.86E‐8) and SMAD3 (*z* score = −2.53, *p* value of overlap = 4.61E‐07) were predicted to be inhibited, indicating potential disruptions in muscle development and signalling pathways. 

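Targets of myocardin and of serum response factor (SRF), which together drive contractile genes, were lower in CHEMO STD muscle. Hspb7, a small heat shock protein that binds filamin C, was at 189.6 ± 91.6 CPM in CHEMO STD (SD, n = 6) and 331 ± 54 CPM in TUMOUR STD (SD, n = 5), with a log2 fold change of −0.81 and a standard error of 0.29. The 10 genes that the study links to MYOCD were all lower at the study's threshold, and all 10 when adjusted over the list alone (median −0.87, adjusted p = 5.33e-14 from limma's camera, adjusted p = 0.00476 with an estimated correlation, lower in 6 of 6 samples). They were picked on these samples and are not independent evidence. A list of 30 SRF and myocardin targets, not chosen by the study but written after the paper's tables were read, also fell. Of its genes, 26 lay below 0, 7 were lower at the study's threshold and 7 when adjusted over the list alone (median −0.25, adjusted p = 7.21e-07 from limma's camera, adjusted p = 0.0886 with an estimated correlation, lower in 6 of 6 samples). The SRF and myocardin target median moved, with the list still called, without TUMOUR STD 10 (median −0.13). From the predicted inhibition of MYOCD and SMAD3, the paper proposes potential disruptions in muscle development and in signalling pathways.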

PAX3‐FOXO1 (*z* score = 2.45), a fusion transcription factor linked to abnormal muscle cell growth, was predicted to be activated. 

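Ccn1, a matrix-associated early response gene, was at 19.9 ± 7.58 CPM in CHEMO STD (SD, n = 6) and 35.8 ± 3.18 CPM in TUMOUR STD (SD, n = 5). This gave a log2 fold change of −0.81 (standard error 0.25). It is one of 7 genes that the study links to PAX3‐FOXO1. All 7 were lower at the study's threshold and when adjusted over the list alone, but the study picked them on these samples, so their direction is not independent evidence. As a list they fell, with a median of −0.86 (adjusted p = 3.19e-09 from limma's camera, adjusted p = 0.00795 with an estimated correlation, lower in 6 of 6 samples).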

Upstream regulators associated with muscle development and metabolism, including GATA6 (*z* score = −2.58), a transcription factor linked to muscle differentiation and MAPK1 (*z* score = −2.22), a kinase involved in muscle growth and repair, were predicted to be inhibited.

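Of 10 tested genes that the study links to GATA6, 7 were lower and 2 (Fcna and, chosen after its values were seen, Amhr2) higher in CHEMO STD at the study's threshold, with a median log2 fold change of −0.71 (adjusted p = 5.24e-04 from limma's camera, adjusted p = 0.0968 with an estimated correlation, lower in 6 of 6 samples). With p adjusted over the list alone, 7 were lower and 2 higher. The study chose these genes on these samples, so they are not independent evidence of a direction.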

### 3.2 Transcriptomic Impact of Diet: A Comparison of Muscle Transcriptome Between Tumour‐Bearing Animals Receiving Chemotherapy and Provided a Standard Diet or a Fish Oil Diet

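CHEMO FO rats (8 libraries, n = 8) carried the same tumour and received the same 2 cycles of chemotherapy on a diet with fish oil, a source of the long-chain n‐3 fatty acids EPA and DHA, from the day chemotherapy began. They are compared with the 6 samples of CHEMO STD. Counts per CHEMO FO library ranged from 3035841 to 9119394 (median 4634610). Neither the totals, the number of genes with a read nor the share of counts in the 20 most abundant genes separated CHEMO FO from CHEMO STD (exact permutation p = 0.734, 0.438 and 0.981, two-sided). Simulated counts for this comparison had 2 of 50 genes changed 1.5-fold, 36 of 50 changed 2-fold, 49 of 50 changed 3-fold and 50 of 50 changed 4-fold recovered at an adjusted p under 0.05 from edgeR. Of 11516 unchanged genes, 203 passed the study's threshold and 3 the adjusted p. These counts too lack the correlation between genes and the outlying samples of the real data, where the rates may differ. Of 52 gene lists tested, 20 were called by limma's camera (10 higher and 10 lower in CHEMO FO), and 0 held with an estimated correlation. Other splits of these samples into groups of the same sizes called a median of 15 lists at the preset correlation (highest 27). CHEMO STD is the reference here and the treated group in the comparison with TUMOUR STD, so a chance value in CHEMO STD enters both with opposite signs. The libraries CHEMO STD 7 and CHEMO FO 18 stood apart from their groups, in lymphocyte genes and in stress genes.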

To evaluate the diet effect, CHEMO FO was compared to CHEMO STD. 

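Early response genes were higher in CHEMO FO than in CHEMO STD. Fos was at 23.1 ± 10.3 CPM in CHEMO FO (SD, n = 8) and 9.90 ± 3.27 CPM in CHEMO STD (SD, n = 6). The log2 fold changes were 1.23 (standard error 0.27) for Fos, the smallest p of this comparison, 0.93 (standard error 0.23) for Ccn1, 1.33 (standard error 0.41) for Apold1, an early response gene of endothelium, and 0.59 (standard error 0.19) for the phosphatase Dusp1. Of 24 immediate early genes, 22 lay above 0, 5 were higher at the study's threshold (the last, Zfp36, named after its values were seen) and 4 when adjusted over the list alone (DESeq2 7 and 6, limma 2 and 4). The list rose with a median of 0.42 (adjusted p = 1.93e-07 from limma's camera, adjusted p = 0.227 with an estimated correlation, higher in 7 of 8 samples). Among the lower genes, the log2 fold changes were −1.15 (standard error 0.32) for the phosphatase Ptpn18, −1.31 (standard error 0.36) for Dapp1 of B cell receptor signalling, −1.34 (standard error 0.38) for Fgd3, which activates Cdc42, and −0.89 (standard error 0.26) for the lysophosphatidic acid receptor Lpar6. At the study's threshold, 187 genes were called, 66 higher and 121 lower in CHEMO FO. An unadjusted p under 0.05 was found for 517 genes in edgeR, 548 in DESeq2 and 1339 in limma. Evenly spread p would give 586, and other splits of these samples into groups of the same sizes gave 214 to 1528 in edgeR. An adjusted p under 0.05 was found for 0 with each (smallest 0.976 in edgeR, and 0.786 with every gene of at least 1 read kept). At the study's threshold DESeq2 called 192 and limma 231. The count was 163 without CHEMO FO 18 (26 higher and 137 lower), 230 without CHEMO FO 20 (102 higher and 128 lower), 255 without CHEMO STD 1 and 2 (111 higher and 144 lower) and 124 without CHEMO STD 7 and CHEMO FO 18 (38 higher and 86 lower). It was 731 with no filter beyond 1 read (242 higher and 489 lower), 120 with the stricter filter (54 higher and 66 lower) and 345 with 20 separate libraries in DESeq2 without the filter (90 higher and 255 lower). The immediate early gene median moved, with the list still called, with limma (median 0.26) and without CHEMO FO 18 (0.23) or CHEMO STD 7 and CHEMO FO 18 (0.19). Apold1 missed the study's threshold with limma (log2 fold change 0.90) and Dusp1 missed it with limma (0.55), with upper quartile factors (0.57), with the stricter filter (0.58), in a fit of only the 2 groups (0.58), with 20 separate libraries (0.56) and without TUMOUR STD 9 or 10, CHEMO STD 2, 4, 5 or 6 or CHEMO FO 16, 17 or 18 (0.49 to 0.58). Fgd3 stayed past it but moved without CHEMO STD 7 (−0.85) and Ptpn18 stayed past it but moved without CHEMO STD 7 (−0.76).

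**Figure D2:**
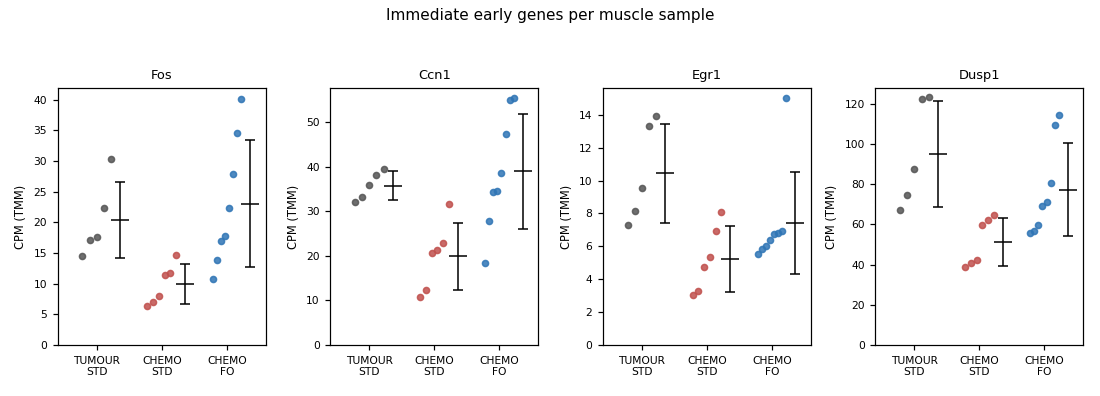
CPM (counts scaled to library size, vertical axes) of Fos, Ccn1, Egr1 and Dusp1 in each sample of TUMOUR STD (n = 5), CHEMO STD (n = 6) and CHEMO FO (n = 8). Points are samples in order of value, and the black dash and bar give the mean ± SD, which for Fos is 20.4 ± 6.25 in TUMOUR STD, 9.90 ± 3.27 in CHEMO STD and 23.1 ± 10.3 in CHEMO FO.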

In the diet comparison, that is, CHEMO FO versus CHEMO STD, there were 274 DEGs, 200 genes (73%) were upregulated and 27% downregulated (Figure 1b). The full list of the differentially expressed genes is shown in Table S5. The Venn diagram in Figure 1c illustrates both the unique and overlapping DEG across both comparisons, revealing 40 DEGs (7.9%) that are common to both, as shown in Figure 1d. These overlapping genes reveal an opposite effect evoked by CHEMO STD versus TUM STD and CHEMO FO versus CHEMO STD in a variety of biological and physiological processes, including immune system, chemotaxis and cellular response to reactive oxygen species. 

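Among genes called in both comparisons, Dusp1, Fos and Ccn1 were lower after chemotherapy and higher with fish oil, and Fyb1, Ptprc and Lyz2 went the other way. In all, 29 genes passed the study's threshold in both, 20 higher in CHEMO STD and then lower in CHEMO FO, and 9 lower and then higher. Both comparisons use the CHEMO STD samples, which alone gives opposite values. In 50 simulations of unchanged groups against these samples, 39.5 genes on average were called in both with opposite directions (SD 7.14, range 22 to 56). Of these, 15.2 were higher and then lower (range 7 to 27) and 24.3 lower and then higher (range 10 to 35). Observed were 20 in the first direction, within the range, and 9 in the second, below it. Each gene was drawn on its own, without the correlation between genes or the outlying samples of the real data. The simulated spread can thus be too narrow, so values outside it do not decide. Other splits of the real samples gave up to 403 genes with opposite directions. Independent lists of these sizes would share 4.41 genes, 1.11 of them higher then lower and 0.952 lower then higher. Across genes, which are not independent replicates, the 2 log2 fold changes had a correlation of −0.37 against −0.51 simulated, and a covariance of −0.0294 against −0.0362 simulated, a difference of 0.00682. With 3 CHEMO STD samples used for one comparison and the other 3 for the other (20 splits), 12.2 genes on average were called in both, 4.60 with opposite and 7.60 with the same direction, and the mean correlation was 0.00506. The overlap was 15 genes without CHEMO STD 7, 74 without CHEMO STD 1 and 2, 185 with no filter beyond 1 read, 17 with the stricter filter, 19 in fits of only the 2 groups and 45 with limma.

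**Figure D3:**
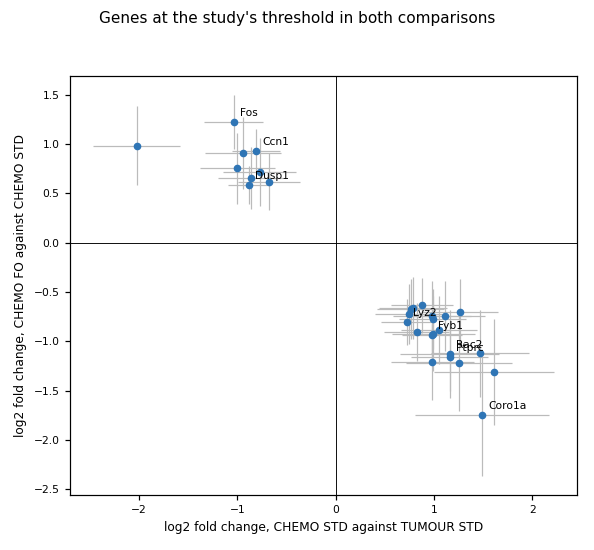
Log2 fold change after chemotherapy (CHEMO STD against TUMOUR STD, n = 6 and 5) and with fish oil (CHEMO FO against CHEMO STD, n = 8 and 6) of the 29 genes at the study's threshold in both. Points are estimates and bars standard errors, and all 29 genes lie on opposite sides of 0 in the 2 comparisons.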

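Among the genes called in opposite directions, Ptprc, the phosphatase CD45 of all nucleated blood cells, was at 9.52 ± 2.18 CPM in CHEMO FO (SD, n = 8) and 21.4 ± 22.0 CPM in CHEMO STD (SD, n = 6). Its log2 fold change with fish oil was −1.16 (standard error 0.35). Fyb1, an adaptor protein of T cells and platelets, had log2 fold changes of 0.98 (standard error 0.31) after chemotherapy and −0.94 (standard error 0.28) with fish oil, and the lysozyme Lyz2 one of −0.80 (standard error 0.23) with fish oil. The CHEMO STD samples supply both sides of this comparison, and among them CHEMO STD 7 held the most counts of lymphocyte genes. Ptprc missed the study's threshold without CHEMO STD 7 (log2 fold change −0.38) and Fyb1 missed it without CHEMO STD 7 (−0.57). Lyz2 missed it without CHEMO STD 7 (−0.39).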

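Coch, an extracellular matrix protein, was at 3.99 ± 6.89 CPM in CHEMO FO (SD, n = 8) and 1.13 ± 0.517 CPM in CHEMO STD (SD, n = 6). It had a log2 fold change of 1.98 (standard error 0.83) with fish oil and −1.68 (standard error 0.90, not at the study's threshold) after chemotherapy. The other genes lie below the low-count filter and were tested with every gene of at least 1 read kept. Rd3l had 1.54 (standard error 0.56) with fish oil and −1.40 (standard error 0.60) after chemotherapy, and Kif20a, a kinesin of cell division, 1.41 (standard error 0.73, not at the study's threshold) and −1.63 (standard error 0.76). Myo3b (34 reads in CHEMO FO) had 1.47 (standard error 0.71) with fish oil, and Ptprcap, a protein bound to CD45 in lymphocytes, −2.45 (standard error 0.77). Of 43 genes that the paper names for this comparison, 22 passed the low-count filter and 15 of those were at the study's threshold. With fish oil, Coch missed the study's threshold with limma (log2 fold change 0.13), in a fit of only the 2 groups (1.99) and without CHEMO STD 1 and 2 (1.86) or CHEMO FO 18 (0.43) and Kif20a reached it with limma (1.29), with 20 separate libraries (1.46) and without CHEMO STD 3 (1.74), CHEMO STD 7 (1.88) or CHEMO FO 20 (1.58). Myo3b missed it in a fit of only the 2 groups (1.53), with 20 separate libraries (1.27) and without TUMOUR STD 8, 9, 10, 11 or 12, CHEMO STD 2, 3, 4, 5, 6 or 7 or CHEMO FO 13, 16, 19 or 20 (1.1 to 1.49) and Ptprcap missed it with DESeq2 (−2.40), with limma (−1.31) and without CHEMO STD 7 (−0.72). After chemotherapy, Coch reached the study's threshold in a fit of only the 2 groups (log2 fold change −1.66), with 20 separate libraries in DESeq2 (−1.68) and without TUMOUR STD 9 (−1.94) or CHEMO FO 18 (−1.67) and Rd3l missed it without CHEMO STD 1 and 2 (−1.01), TUMOUR STD 8 (−1.24) or TUMOUR STD 9 (−1.31). Kif20a missed it in a fit of only the 2 groups (−1.63) and without CHEMO STD 1 and 2 together, TUMOUR STD 9, 10 or 11 or CHEMO STD 1, 4, 5 or 6 (−1.59 to −1.37).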

We also observed five overlapping genes in the (CHEMO STD vs. TUM STD) versus (CHEMO FO vs. CHEMO STD) groups (shaded cells in Table 3). Reciprocal changes in a subset of genes support the premise for muscle homeostasis through gene expression changes in treatment groups.

**TABLE 3:** Diet effect: Top 15 highest and lowest differentially expressed genes altered by diet during chemotherapy (CHEMO FO vs. CHEMO STD).

Gene	Description	log_2_fold change	*p*
Upregulated			
*Pla2g2a*	Phospholipase A2 group IIA	5.35	8.73E‐04
*Coch*	Cochlin	3.75	9.73E‐03
*Rd3l*	RD3 like	3.37	2.39E‐03
*Kif20a*	Kinesin family member 20A	2.98	2.47E‐02
*Serpine1*	Serpin family E member 1	2.82	1.39E‐02
*Nr4a3*	Nuclear receptor subfamily 4, group A, member 3	2.71	6.22E‐03
*Cdkn1a*	Cyclin‐dependent kinase inhibitor 1A	2.63	3.58E‐03
*Selp*	Selectin P	2.60	4.18E‐03
*Myo3b*	Myosin IIIB	2.47	3.63E‐02
*Apold1*	Apolipoprotein L domain containing 1	2.47	6.16E‐04
*Fos*	Fos proto‐oncogene, AP‐1 transcription factor subunit	2.40	2.18E‐07
*Greb1*	Growth regulating oestrogen receptor binding 1	2.37	2.51E‐02
*Rrad*	RRAD, Ras‐related glycolysis inhibitor and calcium channel regulator	2.34	1.20E‐03
*Maff*	MAF bZIP transcription factor F	2.32	1.21E‐02
*Ampd3*	Adenosine monophosphate deaminase 3	2.28	2.77E‐04
Downregulated			
*Lck*	LCK proto‐oncogene, Src family tyrosine kinase	−2.87	4.55E‐02
*Ugt8*	UDP glycosyltransferase 8	−3.03	1.64E‐02
*Kif19*	Kinesin family member 19	−3.05	3.70E‐03
*Fcrl2*	Fc receptor‐like 2	−3.13	3.38E‐03
*Napsa*	Napsin A aspartic peptidase	−3.16	1.54E‐02
*Vat1l*	Vesicle amine transport 1‐like	−3.24	4.23E‐02
*Slc27a6*	Solute carrier family 27 member 6	−3.32	6.19E‐03
*Pmp2*	Peripheral myelin protein 2	−3.36	1.98E‐02
*H1f10*	H1.10 linker histone	−3.52	1.18E‐03
*Ak5*	Adenylate kinase 5	−4.17	6.08E‐03
*Dusp15*	Dual specificity phosphatase 15	−4.20	3.00E‐03
*Cldn19*	Claudin 19	−4.25	1.02E‐03
*Bcas1*	Brain enriched myelin associated protein 1	−4.78	1.42E‐03
*Ptprcap*	Protein tyrosine phosphatase, receptor type, C‐associated protein	−4.84	2.47E‐03
*Cd22*	CD22 molecule	−4.97	6.62E‐05

*Note:* Tumour‐bearing animals that received chemotherapy on a standard diet were compared to animals that received chemotherapy on a fish oil diet. Positive log_2_fold changes are upregulated genes, while negative log_2_fold changes are downregulated genes. Shaded rows are those genes that are overlapping between the chemotherapy effect and the diet effect ([CHEMO STD vs. TUM STD] and [CHEMO FO vs. CHEMO STD]). *p* value < 0.05 was considered significant.

Abbreviations: CHEMO—chemotherapy, FO—fish oil, STD—standard diet.

#### 3.2.1 EPA + DHA Modulated Immune Functions Through Inhibition of Inflammatory Pathways

CHEMO FO group elicited specific immune‐modulatory effects that were not observed with CHEMO STD. These effects included significant alterations in the quantity and activation of T lymphocytes (*p* < 10^−13^), apoptosis of mononuclear leukocytes and the quantity of granulocytes (*p* < 10^−7^), CD4 + T lymphocytes and myeloid cells (Table 1). 

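Genes of antigen presentation and of macrophages fell as lists in CHEMO FO, and CHEMO STD 7 lay far above its group in lymphocyte genes. The summed T cell genes were at 31.2 ± 5.71 CPM in CHEMO FO (SD, n = 8) and the B cell genes at 20.4 ± 3.50 CPM. Cd4, the coreceptor of helper T cells, which macrophages also carry, had a log2 fold change of −0.24 (standard error 0.17, not at the study's threshold). Of 3 T cell genes above the low-count filter, 0 were at the study's threshold or at an unadjusted p under 0.05 with edgeR, DESeq2 or limma, and the list did not pass (median −0.11, difference of mean scores 0.03, adjusted p = 0.780 from limma's camera, lower in 4 of 8 samples). With no filter beyond 1 read it was called lower (adjusted p = 1.07e-04), as with 20 separate libraries in DESeq2 without the filter (adjusted p = 2.52e-07), but not with an estimated correlation (adjusted p = 0.359, not run with DESeq2). The T cell median changed sign with limma (median 0.021) and without CHEMO FO 15 (0.0075) or CHEMO FO 18 (0.044). Ciita, the master regulator of MHC class II genes, had a log2 fold change of −1.27 (standard error 0.39), and RT1-Ba, a class II chain, −0.76 (standard error 0.32). Both were at the study's threshold among 5 tested genes of MHC class II antigen presentation, 3 of which were lower when adjusted over the list alone (limma 1 and 0). The list fell with a median of −0.55 (adjusted p = 6.27e-04 from limma's camera, adjusted p = 0.351 with an estimated correlation, lower in 8 of 8 samples). In summed counts of all listed class II genes, CHEMO STD 7 stood at 551 CPM. The other CHEMO STD samples lay at 128 to 244 CPM, and CHEMO FO at 125 to 222. Siglec1, a sialic acid receptor of macrophages, had −0.79 (standard error 0.35). With edgeR, Siglec1 and Lyz2 were the 2 macrophage and monocyte genes at the study's threshold of 23 tested, of which 17 lay below 0. With edgeR alone, 0 passed when adjusted over the list alone and 2 were lower at an unadjusted p under 0.05. The list fell (median −0.13, adjusted p = 0.00810 from limma's camera, adjusted p = 0.662 with an estimated correlation, lower in 7 of 8 samples). The MHC class II call was lost without CHEMO STD 7 (adjusted p = 0.0510), where its median was −0.23, and without CHEMO STD 7 and CHEMO FO 18 the median was −0.19 (adjusted p = 0.0823). The macrophage call was lost without CHEMO STD 1 and 2 (adjusted p = 0.236), CHEMO STD 7 (0.0510) or CHEMO FO 20 (0.256). The macrophage median moved, with the list still called, with limma (median −0.30) and without CHEMO STD 5 (−0.21), CHEMO FO 18 (−0.39) or CHEMO STD 7 and CHEMO FO 18 (−0.32). Ciita stayed past the study's threshold but moved without CHEMO STD 7 (log2 fold change −0.79) and RT1-Ba missed it with limma (−0.44) and without CHEMO STD 7 (−0.28). Siglec1 missed it with limma (−0.70) and without CHEMO STD 1 and 2 together, CHEMO STD 1 or 7 or CHEMO FO 13, 16 or 20 (−0.76 to −0.34).

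**Figure D4:**
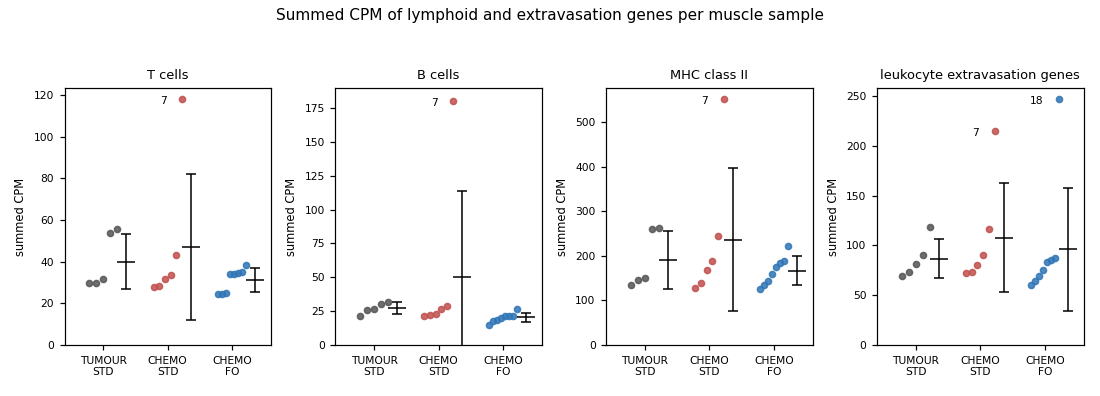
Summed CPM (counts scaled to library size, vertical axes) of the T cell genes, the B cell genes, the MHC class II genes and the extravasation genes of the study in each sample of TUMOUR STD (n = 5), CHEMO STD (n = 6) and CHEMO FO (n = 8). Points are samples in order of value, and the black dash and bar give the mean ± SD, the bar ending at 0 where it would pass below. CHEMO STD 7 lies above all other samples for the T cell, B cell and MHC class II genes, at 551 CPM for the last.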

Overall, these findings highlight the specific physiological effects of chemotherapy and the distinct roles of EPA + DHA on immune responses in a tumour‐bearing model. The full list of diseases and biological functions is shown in Table S6. Leukocyte extravasation pathway was the top enriched canonical pathway (−log*p* value = 5.92) (Figure 2b). Differential gene analysis revealed 97 canonical pathways exhibiting differential enrichment, −log(*p* value) > −log 1.3 (or *p* value < 0.05) (Table S7). Key genes crucial for various stages of leukocyte extravasation were decreased in the CHEMO FO group (Figure 2c). 

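Of 11 tested genes that the study places in leukocyte extravasation, 9 lay below 0 in CHEMO FO and 5 were lower at the study's threshold (2 with limma). These were the integrin Itgb7, the kinases Prkcb and Ptk2b, the GTPase Rac2 and Wipf1. Wipf1, a partner of the Wiskott–Aldrich protein in actin assembly, was at 8.56 ± 2.75 CPM in CHEMO FO (SD, n = 8) and 12.9 ± 3.67 CPM in CHEMO STD (SD, n = 6), with a log2 fold change of −0.61 and a standard error of 0.21. Timp1, an inhibitor of matrix metalloproteinases, lay above 0 at 1.1 (standard error 0.63, not at the study's threshold). Together the genes fell with a median of −0.88 (adjusted p = 2.00e-04 from limma's camera, adjusted p = 0.247 with an estimated correlation, lower in 8 of 8 samples). The study chose these genes on the same samples, so this is not independent evidence. When adjusted over the list alone, 0 passed with edgeR, 5 with DESeq2 and 0 with limma, 5, 5 and 3 being lower at an unadjusted p under 0.05. Summed counts of these genes were 96.4 ± 61.7 CPM in CHEMO FO (SD, n = 8) and 108 ± 54.8 CPM in CHEMO STD (SD, n = 6). CHEMO STD 7 stood at 215 CPM against 117 in the next sample of its group, and CHEMO FO 18 at 247 CPM against 87.0. The list call was lost without CHEMO STD 7 (adjusted p = 0.0510), where the median was −0.18. Without both CHEMO STD 7 and CHEMO FO 18 the list was still called, with a median of −0.35 (adjusted p = 0.00646, adjusted p = 0.346 with an estimated correlation), and with limma the median was −0.56. Wipf1 missed the study's threshold with limma (log2 fold change −0.48) and without CHEMO STD 1 and 2 together, CHEMO STD 1 or 7 or CHEMO FO 15, 18 or 19 (−0.58 to −0.46) and Timp1 changed sign with DESeq2 (−0.27), with limma (−0.08), with 20 separate libraries in DESeq2 (−0.32) and without CHEMO FO 18 (−0.29). From the attenuated leukocyte extravasation signalling, the paper proposes that dietary EPA + DHA can potentially limit the entry of immune cells into muscle.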

Leukocyte extravasation is a pivotal initiator of inflammatory processes [16]. 

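The chemokine gene Ccl21, which guides T cells and dendritic cells, was at 11.6 ± 6.42 CPM in CHEMO FO (SD, n = 8) and 20.6 ± 22.4 CPM in CHEMO STD (SD, n = 6). Its log2 fold change was −0.89 (standard error 0.51, not at the study's threshold). Among the CHEMO STD samples Ccl21 was highest in CHEMO STD 7, the sample with the most counts of lymphocyte genes. The higher CHEMO STD mean of Ccl21 rested mainly on that sample. Integrin genes had log2 fold changes of −1.14 (standard error 0.49) for Itgb7, of lymphocyte homing to the gut, −1.17 (standard error 0.63, not at the study's threshold) for Itgal, a leukocyte integrin that binds ICAM-1, and −0.86 (standard error 0.43, not at the study's threshold) for Itga2, a collagen receptor. The tight junction genes Cldn19 and Cldn22 lie below the low-count filter, with 13 and 33 reads in CHEMO FO and 70 and 71 in CHEMO STD. Their log2 fold changes, with every gene of at least 1 read kept, were −1.87 (standard error 0.67) and −0.95 (standard error 0.49, not at the study's threshold). Cldn19 is a gene of myelinating Schwann cells, whose 29 listed genes in the table summed to 197 ± 31.4 CPM in CHEMO FO (SD, n = 8) and 297 ± 175 CPM in CHEMO STD (SD, n = 6). Itgb7 missed the study's threshold with limma (log2 fold change −0.73) and without CHEMO STD 7 (−0.54) and Itgal reached it without CHEMO STD 1 and 2 (−1.36), CHEMO STD 3 (−1.36), CHEMO STD 4 (−1.40), CHEMO FO 14 (−1.53) or CHEMO FO 16 (−1.37). Itgal changed sign with 20 separate libraries in DESeq2 (0.22) and without CHEMO STD 7 (0.26) and Itga2 reached the study's threshold in a fit of only the 2 groups (−0.86), with 20 separate libraries (−1.02) and without TUMOUR STD 9 or 12, CHEMO STD 3 or 6 or CHEMO FO 13 or 16 (−1.11 to −0.85). Ccl21 reached the study's threshold without CHEMO STD 5 (log2 fold change −1.07) or CHEMO STD 6 (−1.07) and Cldn19 missed it without CHEMO STD 1 and 2 (−1.46). Cldn22 reached it with 20 separate libraries (−1.0) and without CHEMO STD 1, 3 or 7 or CHEMO FO 17, 19 or 20 (−1.14 to −1.01).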

Provision of fish oil to rats given chemotherapy led to decreased gene expression of C‐C motif chemokine ligand 21 (*Ccl21*), claudin 19 (*Cldn19*), claudin 22 (*Cldn22*), integrin alpha‐2 (*Itga2*), integrin alpha L (*Itgal*) and integrin beta‐7 (*Itgb7*), which are involved in leukocyte chemoattraction, adhesion to endothelial cells, migration and diapedesis. In summary, the provision of dietary EPA + DHA exerted multiple effects concurrently on genes involved in the leukocyte extravasation pathway.

In the CHEMO FO versus CHEMO STD comparison, activation of upstream regulators involved in immune response and inflammation was predicted (Table S8). Methylprednisolone, a corticosteroid known for its anti‐inflammatory effects on muscle tissue, was predicted to be activated. Additionally, STAT6 (*z* score = 2.36), a transcription factor that plays a critical role in cytokine signalling and modulating muscle immune responses, was also predicted to be activated.

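Glucocorticoid target genes rose as a list in CHEMO FO. Sgk1, a kinase gene that glucocorticoids induce, was at 49.1 ± 25.5 CPM in CHEMO FO (SD, n = 8) and 34.7 ± 6.76 CPM in CHEMO STD (SD, n = 6). Its change on the log2 scale was 0.50 (standard error 0.23, not at the study's threshold), and Cdkn1a, an inhibitor of the cell cycle, 1.57 (standard error 0.65). Of 28 target genes tested, 26 lay above 0, 6 were higher at the study's threshold (DESeq2 4, limma 0) and 0 when adjusted over the list alone (DESeq2 0, limma 0), with 7 higher at an unadjusted p under 0.05 in edgeR. The list's median was 0.50 (adjusted p = 5.24e-06 from limma's camera, adjusted p = 0.362 with an estimated correlation, higher in 5 of 8 samples). With limma the median was 0.22, without CHEMO FO 18 it was 0.28 (adjusted p = 0.0389), and the call was lost without CHEMO STD 7 and CHEMO FO 18 (adjusted p = 0.161). Sgk1 reached the study's threshold without CHEMO FO 13 (log2 fold change 0.59) and Cdkn1a missed it with limma (0.59) and without CHEMO STD 5 (1.44), CHEMO STD 7 (1.46) or CHEMO FO 18 (0.74).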

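Targets of cytokine and growth hormone STAT signalling did not pass as a list in CHEMO FO. These are not the genes that the study links to STAT6, so they do not test its predicted activation. Bcl6, a transcriptional repressor, was at 50.6 ± 10.0 CPM in CHEMO FO (SD, n = 8) and 37.5 ± 7.33 CPM in CHEMO STD (SD, n = 6). The gene had a log2 fold change of 0.44 (standard error 0.14, not at the study's threshold), and the AP-1 gene Junb 0.60 (standard error 0.30, not at the study's threshold). Of 17 genes tested, 12 lay above 0. At the study's threshold, in either direction, were 0 with edgeR (1 with DESeq2 and 1 with limma). At an unadjusted p under 0.05, 1 was higher and 0 lower with edgeR, and adjusted over the list alone 0 passed. The list (median 0.18, adjusted p = 0.242 from limma's camera, higher in 6 of 8 samples) was called without CHEMO STD 1 and 2 (adjusted p = 0.0448), but not with an estimated correlation (adjusted p = 0.446). Without CHEMO FO 18 its median was 0.04 (adjusted p = 0.839), and it changed sign without CHEMO STD 7 and CHEMO FO 18 (median −0.016). Junb reached the study's threshold with DESeq2 (log2 fold change 0.61) and without CHEMO STD 1 and 2 together, CHEMO STD 6 or 7 or CHEMO FO 13, 14, 17 or 20 (0.66 to 0.80).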

#### 3.2.2 Dietary EPA + DHA Upregulated Membrane Lipid Remodelling Gene

Dietary intervention with EPA + DHA (CHEMO FO) significantly influenced metabolic gene expression. 

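Genes of fatty acid oxidation lay mostly higher in CHEMO FO, by small amounts. Ppard, a nuclear receptor for fatty acids, had a log2 fold change of 0.50 (standard error 0.18, not at the study's threshold), Mlycd, which breaks down the malonyl-CoA that holds back fatty acid uptake into mitochondria, 0.45 (standard error 0.16, not at the study's threshold), and Cpt1b, the muscle enzyme of that uptake, 0.20 (standard error 0.11, not at the study's threshold). Cpt1b was at 342 ± 51.7 CPM in CHEMO FO (SD, n = 8) and 298 ± 19.0 CPM in CHEMO STD (SD, n = 6). Of 32 genes of fatty acid oxidation and targets of PPAR, 26 lay above 0, with 0 at the study's threshold and 2 higher at an unadjusted p under 0.05 in edgeR (DESeq2 0 and 3, limma 1 and 4). Adjusted over the list alone, 0 passed in edgeR and 1 in limma. The list's median was 0.12 (adjusted p = 0.0522 from limma's camera, higher in 4 of 8 samples), which did not pass, but it was called with DESeq2 (adjusted p = 0.00954), with limma (0.0102), with 20 separate libraries in DESeq2 (0.0109), with 20 separate libraries in DESeq2 without the filter (0.00957) and without CHEMO STD 1 and 2 together, CHEMO STD 1, 2, 3, 4 or 5 or CHEMO FO 13, 16, 18 or 20 (0.00266 to 0.0472). The calls outside DESeq2 did not hold with an estimated correlation (adjusted p = 0.497 to 0.708, which was not run with DESeq2). Ppard reached the study's threshold with limma (log2 fold change 0.63) and without CHEMO STD 1 and 2 (0.62).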

With the provision of dietary EPA + DHA, the most DE gene was phospholipase A2 group IIA (*Pla2g2a*) (log_2_ FC = 5.35, Table 3), which is involved in membrane lipid remodelling and inflammatory lipid mediator synthesis. This suggests enhanced phospholipid turnover and a potential adaptive response to chemotherapy‐induced membrane stress.

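Pla2g2a, a secreted phospholipase A2 that cleaves membrane phospholipids, was at 9.06 ± 17.5 CPM in CHEMO FO (SD, n = 8) and 1.39 ± 1.17 CPM in CHEMO STD (SD, n = 6). That is a log2 fold change of 2.51 (standard error 0.96) in edgeR. In CHEMO FO 18 it stood at 52.3 CPM, while the other CHEMO FO samples were at 2.88 ± 1.45 CPM (SD, n = 7, exact permutation p = 0.0711 against CHEMO STD, two-sided). The metallothionein Mt2A, which binds metals and rises under stress, had 5.38 (standard error 1.66), and Selp, the P-selectin that leukocytes bind on activated endothelium, 1.50 (standard error 0.57). Each had its highest CHEMO FO value in CHEMO FO 18. Pla2g2a missed the study's threshold with DESeq2 (log2 fold change 0.88), with limma (1.17), with 20 separate libraries in DESeq2 (0.66) and without CHEMO FO 18 (0.72) and Mt2A missed it with DESeq2 (0.93), with limma (1.02), with 20 separate libraries in DESeq2 (0.80) and without CHEMO FO 18 (0.91). Selp missed it with limma (0.57) and without CHEMO FO 18 (0.42).

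**Figure D5:**
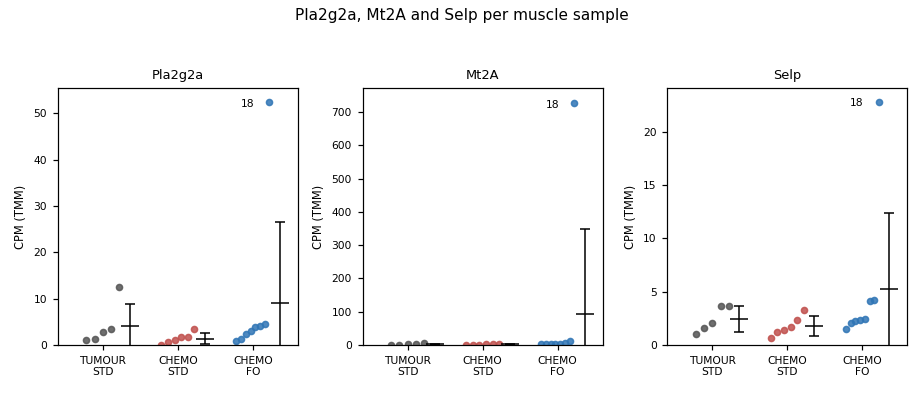
CPM (counts scaled to library size, vertical axes) of Pla2g2a, Mt2A and Selp in each sample of TUMOUR STD (n = 5), CHEMO STD (n = 6) and CHEMO FO (n = 8). Points are samples in order of value, and the black dash and bar give the mean ± SD, the bar ending at 0 where it would pass below. CHEMO FO 18 lies above all other samples for Pla2g2a, at 52.3 CPM against 12.4 in the next, a TUMOUR STD sample.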

#### 3.2.3 Key Genes Involved in Leukocyte Migration and Cytoskeletal Dynamics Were Suppressed by Dietary EPA + DHA

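Rac2, Prkcb and Ptk2b were lower in CHEMO FO at the study's threshold, and each of these calls was lost without CHEMO STD 7, the sample with the most counts of lymphocyte genes. Rac2, a GTPase of blood cells, was at 2.85 ± 0.803 CPM in CHEMO FO (SD, n = 8) and 6.36 ± 7.88 CPM in CHEMO STD (SD, n = 6). It had a log2 fold change of −1.13 (standard error 0.45), the kinase Prkcb of B cell receptor signalling −0.88 (standard error 0.36), and Ptk2b, a kinase related to focal adhesion kinase, −0.79 (standard error 0.29). Was, which starts actin branching in blood cells, had −0.98 (standard error 0.49, not at the study's threshold). Rhoh, a GTPase of lymphocytes, lies below the low-count filter and had −1.25 (standard error 0.60) with every gene of at least 1 read kept. Sdc4, a heparan sulphate proteoglycan of cell adhesion, was at 44.0 ± 44.5 CPM in CHEMO FO (SD, n = 8) and 28.9 ± 4.80 CPM in CHEMO STD (SD, n = 6), a log2 fold change of 0.64 with a standard error of 0.39, not at the study's threshold. Rac2 missed the study's threshold with limma (log2 fold change −0.64) and without CHEMO STD 7 (−0.14) and Prkcb missed it with limma (−0.56) and without CHEMO STD 7 (−0.27). Ptk2b missed it without CHEMO STD 7 (−0.46). Was reached the study's threshold with limma (log2 fold change −1.36), with upper quartile factors (−1.01), with 20 separate libraries in DESeq2 (−1.0) and without TUMOUR STD 11, CHEMO STD 1, 4, 5 or 6 or CHEMO FO 13, 16 or 18 (−1.24 to −0.98) and Rhoh missed it with limma (−0.17), in a fit of only the 2 groups (−1.25), with 20 separate libraries (−1.08) and without TUMOUR STD 8, 9, 10, 11 or 12, CHEMO STD 6 or 7 or CHEMO FO 13, 14, 15, 18, 19 or 20 (−1.30 to 0.18). Sdc4 changed sign without CHEMO FO 18 (−0.01).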

CHEMO FO had reduced expression of protein kinase C beta (*Prkcb*), Ras‐related C3 botulinum toxin substrate 2 (*Rac2*), Rho‐related GTP‐binding protein RhoH (*Rhoh*), syndecan‐4 (*Sdc4*), protein tyrosine kinase 2 beta (*Ptk2b*), Wiskott–Aldrich syndrome protein (*Was*) and WASP‐interacting protein (*Wipf1*), affecting downstream signalling pathways and cytoskeletal rearrangement necessary for leukocyte migration. Furthermore, the CHEMO FO group had reduced expression of genes in other pathways, including actin nucleation by ARP‐WASP complex, natural killer (NK) cell signalling and regulation of actin‐based motility by Rho. 

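Natural killer cell genes were few in this muscle, with 2 of the list above the low-count filter. Klrd1, a receptor chain of natural killer cells, was at 0.701 ± 0.540 CPM in CHEMO FO (SD, n = 8) and 1.96 ± 0.861 CPM in CHEMO STD (SD, n = 6). Its change on the log2 scale was −1.37 (standard error 0.50), and Il2rb, a receptor chain for interleukin-2 and interleukin-15, −0.67 (standard error 0.35, not at the study's threshold). Of these genes, 1 (Klrd1) was at the study's threshold with edgeR, and 1 passed when adjusted over the list alone. As a list they fell, with a median of −1.02 (adjusted p = 0.025 from limma's camera, adjusted p = 0.227 with an estimated correlation, lower in 8 of 8 samples). Its call was lost in a fit of only the 2 groups (adjusted p = 0.154) and without CHEMO STD 2 (0.0563), CHEMO STD 7 (0.0531) or CHEMO FO 19 (0.0613), and without CHEMO STD 7 and CHEMO FO 18 the median was −0.64 (adjusted p = 0.176). CHEMO STD 7 held 23.4 CPM of the listed genes against 11.2 in the next sample of its group. Klrd1 missed the study's threshold without CHEMO STD 7 and CHEMO FO 18 (log2 fold change −1.09) and Il2rb reached it without CHEMO STD 1 (−0.73), CHEMO STD 3 (−0.83), CHEMO FO 17 (−0.76) or CHEMO FO 18 (−0.78).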

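Targets of TGF-beta signalling did not move together with fish oil. Pmepa1, a feedback inhibitor of that signalling, was at 4.84 ± 1.72 CPM in CHEMO FO (SD, n = 8) and 3.05 ± 1.32 CPM in CHEMO STD (SD, n = 6). The gene had a log2 fold change of 0.67 (standard error 0.30). It was 1 of 2 genes at the study's threshold among 31 tested, of which 12 lay above 0 and 0 passed when adjusted over the list alone, 2 being higher and 0 lower at an unadjusted p under 0.05 in edgeR. The list did not pass (median −0.05, adjusted p = 0.699 from limma's camera, 4 of 8 samples higher). The TGF-beta target median changed sign with limma (median 0.059) and without CHEMO STD 1 and 2 (0.062), CHEMO FO 15 (0.0078) or CHEMO FO 18 (0.00048). Pmepa1 missed the study's threshold without CHEMO STD 2, 3, 4 or 5 or CHEMO FO 13, 18 or 20 (log2 fold change 0.48 to 0.66).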

SMAD4 (*z* score = 2.21), a central mediator of the TGFβ signalling pathway that influences muscle repair and fibrosis, was predicted to be activated in the CHEMO FO group, indicating potential enhancement of tissue remodelling and healing processes.

#### 3.2.4 EPA + DHA Inhibited Regulators of Stress Response

Upstream regulators linked to muscle proteostasis and cellular stress responses were predicted to be inhibited. These included daidzein (*z* score = −2.65), a phytoestrogen with possible muscle‐protective properties, and heat shock protein 90 (HSP90; *z* score = −2.20), a molecular chaperone essential for maintaining muscle protein homeostasis and managing cellular stress.

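Chaperone genes and genes of muscle atrophy rose as lists in CHEMO FO. Cryab, a small heat shock protein abundant in muscle, was at 1629.7 ± 599 CPM in CHEMO FO (SD, n = 8) and 1148 ± 292 CPM in CHEMO STD (SD, n = 6). It had a log2 fold change of 0.51 (standard error 0.21, not at the study's threshold), and Hspa1b, an inducible HSP70, 1.15 (standard error 0.50). Of 24 chaperone genes, 22 lay above 0 and 1 (Hspa1b) was at the study's threshold. With p adjusted over the list alone, 0 passed with edgeR, 0 with DESeq2 and 0 with limma, with 6, 7 and 4 higher at an unadjusted p under 0.05. The list's median was 0.34 (adjusted p = 3.60e-07 from limma's camera, adjusted p = 0.231 with an estimated correlation, higher in 8 of 8 samples). The chaperone median moved, with the list still called, with limma (median 0.14) and without CHEMO FO 18 (0.13) or CHEMO STD 7 and CHEMO FO 18 (0.14). Of 27 atrophy genes, 6, the metallothionein gene Mt2A among them, were higher at the study's threshold (3 with DESeq2 and 0 with limma), and 0 when adjusted over the list alone in edgeR (0 in DESeq2 and 0 in limma), 10 having an unadjusted p under 0.05 (median 0.38, adjusted p = 3.38e-06 from limma's camera, adjusted p = 0.353 with an estimated correlation, higher in 6 of 8 samples). CHEMO FO 18 held the highest summed counts of these genes, and without it the median was 0.11 (adjusted p = 0.0530). Without CHEMO STD 7 as well it was 0.06 (adjusted p = 0.151). The atrophy gene median moved, with the list still called, with limma (median 0.11). Cryab reached the study's threshold without CHEMO STD 5 (log2 fold change 0.65) and Hspa1b missed it with limma (0.53) and without CHEMO STD 4 (1.13), CHEMO STD 6 (1.00), CHEMO STD 7 (1.04), CHEMO FO 18 (0.51) or CHEMO FO 19 (1.03).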

## 4 Discussion

We conducted an unbiased mRNA expression analysis using NGS to identify transcriptomic alterations in gene expression patterns and employed pathway analysis tools to decipher biological functions associated with muscle morphology, development and cell death as well as unique inflammatory signatures that occur after provision of CPT‐11 and 5‐FU. Dietary EPA + DHA largely protected the muscle from inflammatory responses, even when it was provided concurrently with the first injection of chemotherapy, during a time when food intake was significantly reduced. This immediate effect of diet may point to a clinically applicable nutritional strategy to mitigate chemotherapy toxicity effects at the muscle level.

Detrimental effects of chemotherapy on skeletal muscle in both human and experimental studies have been reported [1, 3]. Here, comparative pathway analysis between tumour‐bearing and those receiving chemotherapy highlighted the substantial influence of chemotherapy on signal transduction and cellular process es. The observed downregulation of several genes within the ILK signalling pathway indicates a potential adverse impact of chemotherapy on the stability of tight junctions and as detriments to muscle structural integrity. ILK signalling plays a critical role in fortifying myotendinous junctions, mitigating muscle stress‐related damage and anabolic pathways [17]. The decreased expression of genes associated with GP6 signalling, a primary receptor for collagen within the extracellular matrix [18], implies the potential of chemotherapy‐induced fibrosis in muscle.

Chemotherapy resulted in the upregulation of several genes involved in immune responses and cellular stress. Components of the classical complement pathway, such as *C1qb* and *C1qc*, along with *C3*, were increased following chemotherapy. Higher gene expression of *C3*, a central factor in complement system activation, may potentially mediate inflammation, leukocyte adhesion and migration, all of which are relevant to muscle responses and align with previous studies that reported activation of the complement system in cancer [19, 20, 21]. *Cd209f*, an immune receptor pivotal for initiating innate immunity and triggering adaptive immune responses [22], exhibited the highest upregulation by chemotherapy, suggesting increased immune activity in muscle, possibly in response to the presence of tumours [23] and chemotherapy‐induced stress. Further evidence for a direct impact of chemotherapy on inducing stress is provided by the differential expression of growth arrest and DNA damage‐inducible gamma (*Gadd45g*), known for its involvement in DNA damage and stress responses [24, 25]. In summary, chemotherapy (CPT‐11 + 5‐FU) exerts a multifaceted influence on signal transduction and cellular processes, impacting pathways crucial for muscle integrity, extracellular matrix composition, circadian rhythm signalling and inflammatory response.

Dietary EPA + DHA mitigated immune responses and inflammation in muscle, which were shown at the biological functions and pathway levels and align with other studies that have reported the anti‐inflammatory effects of dietary EPA + DHA in the muscle at the transcriptomic level [26, 27]. One of the notable effects of dietary EPA + DHA was the suppression of pathways associated with leukocyte extravasation signalling. Leukocyte extravasation is a critical step in the inflammatory response, involving the migration of immune cells from the bloodstream into tissues [28, 29]. The attenuation of leukocyte extravasation signalling suggests that dietary EPA + DHA can potentially mitigate the entry of immune cells into skeletal muscle. Several genes associated with NK cell activation and function were downregulated in the muscle of rats provided the fish oil diet. NK cells are important effectors of innate immunity, playing a role in immune surveillance and defence against infected or transformed cells [30, 31] by releasing cytokines and chemokines, connecting innate immunity to adaptive immunity [32]. Modulating NK cell signalling may impact the immune response within skeletal muscle. *Pla2g2a* expression was higher following dietary EPA + DHA. Little is known about the role of *Pla2g2a* in skeletal muscle in cancer; however, it is known to hydrolyse fatty acids from phospholipids. Fatty acids released from membranes are substrates for bioactive lipid mediators and provide initiating events for intracellular cascades involved in inflammation as well as signals for anabolic responses [33, 34]. In tumours, *Pla2g2a* has been identified as an independent predictor of survival [35] that is modified by provision of a mixed oil containing fish oil in gastric cancer patients receiving chemotherapy [36].

Dietary EPA + DHA appears to exert protective effects on skeletal muscle through the modulation of upstream regulators associated with inflammation, immune response and cell survival to circumvent the impact of chemotherapy. The inhibition of pro‐inflammatory regulators like IL33, IL1B and NFKB1 suggests mitigation of inflammatory pathways implicated in muscle damage [37, 38, 39]. Additionally, the activation of signalling molecules such as TGFβ, SMAD3 and STAT6 by dietary EPA + DHA indicates potential roles in promoting tissue repair, anti‐inflammatory responses and muscle regeneration. The transcription factor STAT6 mediates direct repression of inflammatory enhancers [40]. We noted that despite a significant reduction in food intake following chemotherapy in both standard and dietary EPA + DHA groups, the short duration of feeding with a diet containing EPA + DHA, even at reduced intakes, was sufficient to induce marked transcriptomic changes that occurred following chemotherapy in this animal model (Tables S4 and S8).

A strength of our study is the translational nature of the model. This model provides a standard chemotherapy regimen to tumour‐bearing animals, unlike other models that provide chemotherapy to healthy rodents. This enables the study of the impact of chemotherapy in a clinically relevant setting while disentangling the independent impact of the tumour. The biology is complex, and in gene‐based associations, it is critical to have a robust phenotype, and our experimental design enables a systematic analysis of pathways or networks affected by tumour, chemotherapy and EPA + DHA. While the preclinical model provided valuable insights, it may not perfectly replicate the human condition. Thus, validation using human muscle biopsies is necessary to confirm these findings in human cancer patients.

Benefits of n‐3 fatty acids have been reported to be beneficial for muscle in several disease states, including cancer [41], but few have been conducted in the context of chemotherapy [3]. The biological underpinnings of these benefits remain elusive and require experimental models to identify mechanisms. Those that do exist are primarily derived from experimental models of limited clinical relevance (i.e., providing chemotherapy to healthy animals) and provide single agents rather than combinations as is typically applied clinically. The new clinical relevance also pertains to the fish oil being initiated at the same time as chemotherapy was delivered, suggesting early, impactful effects on muscle processes. Given the marked losses of muscle that occur during a course of chemotherapy, preventing early signals and processes would be expected to have a meaningful impact on mitigating myotoxicities that endure throughout the treatment trajectory. Readily available concentrated formulations to rapidly increase EPA and DHA levels in muscle could help mitigate muscle loss during chemotherapy by attenuating inflammatory processes. However, well‐designed, sufficiently powered randomized controlled trials are needed to establish optimal dosing, duration and patient outcomes to inform clinical guidelines.

Relatively little is known about the link between systemic inflammation and local inflammation in patients with cancer and how this contributes to the disruption in muscle. Our prior work shows that systemic inflammation in humans with cancer, assessed by circulating C‐reactive protein (CRP) levels, is related to the presence of leukocytes within muscle [42]. By subjecting human biopsy material to gene microarray, we discovered that extravasation of leukocytes is a major pathway that correlates with plasma CRP, a measure of systemic inflammation that also relates to poor outcomes in surgical patients [43]. It is this pathway that appears to be modified by providing fish oil in the diet. Elevated numbers of CD8 T cells have been reported in patients with higher muscle mass [44]. However, immune cell functions within the muscle as a contributor to muscle depletion in the tumour‐bearing state have not been characterized. Therefore, our findings show a mitigation of chemotherapy's impact on muscle in this translational model and provide further evidence that inflammatory events are modified by a diet containing EPA and DHA, even at low intakes.

We have comprehensively characterized the transcriptomic changes within the muscle of rats bearing tumour + chemotherapy (with or without the provision of EPA + DHA) to gain insights into biological pathways in a highly controlled experimental setting. This unbiased approach has allowed us to study the mRNA profiles utilizing the state‐of‐the‐art NGS technology without restricting ourselves to a candidate gene quantification methodology. The novel findings include downregulation of genes involved in leukocyte extravasation when fish oil is provided in the diet. This is encouraging given that there are currently limited therapeutics for myotoxicity induced by systemic therapies. This research opens avenues for future hypothesis testing studies targeting specific biological processes.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Table S1:** Differentially expressed upregulated and downregulated genes (effect of chemo vs. tumour bearing, both on standard diet).
**Table S2:** Diseases and biological functions (chemo vs. tumour, both on a standard diet).
**Table S3:** Top significant canonical pathways identified (chemo vs. tumour, both on a standard diet).
**Table S4:** Upstream regulators sorted by *p* value (chemo vs. tumour bearing, both on a standard diet).
**Table S5:** Differentially expressed upregulated and downregulated genes (chemo with fish oil vs. chemo with standard diet).
**Table S6:** Diseases and biological functions (chemo with fish oil vs. chemo with standard diet).
**Table S7:** Top significant canonical pathways (chemo with fish oil vs. chemo with standard diet).
**Table S8:** Top 200 upstream regulators sorted by *p* value (chemo with fish oil vs. chemo with standard diet).

## Data Availability

All data can be found in the manuscript or the Supporting Information. Requests for materials or correspondence should be directed to the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

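Gene expression was measured by RNA sequencing in the gastrocnemius muscle of female Fischer 344 rats that carried the Ward colorectal tumour, implanted 2 weeks before chemotherapy began. TUMOUR STD rats had 5 libraries, CHEMO STD rats 7 and CHEMO FO rats 8, the numbers that the paper gives. CHEMO STD and CHEMO FO rats received CPT‐11 on days 0 and 7 and 5‐FU (50 mg/kg) on days 1 and 8. Their muscle was taken 7 days after the second cycle. The paper does not state separately when TUMOUR STD muscle was taken, so whether that time matched is open. Food intake fell after chemotherapy according to the paper, and its part in the differences was not tested. Each library was mapped to its group and replicate number from the sample labels. The labels give the group and a running number of each library and name no batch. Whether the separate label series of CHEMO STD 1 and 2, described below, marks a batch is not stated.

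The deposited table holds raw counts of reads per gene, which the authors made by trimming adapters with Trim Galore, aligning to the rat genome Rnor 6 with TopHat and Bowtie2 and counting in Partek Flow on the Ensembl annotation. The rule for strand and for reads that map to several genes is not given in the sources used here. The table has 32883 entries, of which 388 without a gene name (0.160% of counts) were left out of library sizes and tests. A gene name stood on more than 1 entry in 192 cases, and 2 values were written in rounded scientific notation. The 13 mitochondrially encoded genes are listed with 0 reads in all libraries, so they were not tested.

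The samples of CHEMO STD replicates 1 and 2, whose labels differ by 1 letter and belong to another label series than the other libraries, were compared with all other pairs because one library may have been deposited under both labels. Their counts differed by far less than those of any other pair. In 12 libraries more genes had 2 counts than 1, as when both reads of a fragment are counted, and counting in pairs doubles that variance. They were summed into 1 sample, so the tests have 19 samples from 20 libraries. The design had been written for 20 separate libraries, and the counts under that design are given among the alternatives.

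Computations used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr with the 3 groups (11716 genes), scaled by TMM and tested with robust glmQLFit and glmQLFTest in a single fit of all 3 groups, which share an estimate of the spread. CHEMO STD was compared with TUMOUR STD, and CHEMO FO with CHEMO STD. Values of p were adjusted by the Benjamini-Hochberg method, and the study's own threshold (unadjusted p under 0.05 and a fold change of at least 1.5) was applied as well. The standard error of an edgeR value is the size of the log2 fold change divided by the square root of the test's F. CPM are counts per M counts of the library, scaled by TMM, and log2 CPM used a prior count of 2. The simulated counts were drawn from the means and library sizes of these samples, with 200 genes changed, and the tests were checked on them. Each gene was drawn on its own, without correlation between genes or outlying samples. Library totals set the precision: a gene at 1 CPM has about 3 reads in the shallowest library.

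The 54 gene lists hold 980 symbols, of which 941 were found in the table. The lists were written before the counts were seen but after the paper and its tables were read. They were tested with limma's camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, whose p asks whether the genes of a list move on balance in 1 direction without a comparison with other genes. The mean score of a list is the average of its genes' log2 CPM, each less its mean over all samples. The number of samples beyond the other group's mean refers to that score.

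Genes named in the text follow a rule fixed in advance. It takes, for each comparison, the 10 genes with the smallest p among the higher and the 10 among the lower genes, every gene that the paper names for that comparison in its results, Tables 2 and 3 and the Figure 2 legend, and up to 4 genes with the smallest p of each list described. The values in Tables S1 and S5 had been seen when the rule was written. Identifiers without a gene name are given only as a number: among the 10 of each direction they were 0 higher and 1 lower after chemotherapy, and 2 higher and 3 lower with fish oil. Genes named outside the rule are marked as chosen after their values were seen. Some genes of the rule and 1 list of the study are not reported here.

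Alternatives set in advance were the DESeq2 Wald test, limma with sample quality weights, relative log expression and upper quartile factors, a filter of at least 1 read, a stricter filter (10 counts in 15 libraries), fits of only the 2 groups compared, CHEMO STD 1 and 2 both left out, each library left out in turn, and a prior count of 0.5 for the scores. Added after the data were seen were the 20 libraries as separate samples (with edgeR, with DESeq2, and with DESeq2 without the filter), CHEMO STD 7 and CHEMO FO 18 both left out, and the summed CPM of gene lists. Single measures were compared by exact permutation over the 462 or 3003 splits of the samples, two-sided, with smallest p of 0.00216 and 3.33e-04. The tests over all genes were repeated on 100 splits of the samples, the real split included. The pathway and upstream regulator scores of the paper come from a commercial tool and were not repeated.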

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

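The summed counts of gene lists, the setting without CHEMO STD 7 and CHEMO FO 18, and the tests of the explanations weighed here were chosen only after the results were seen, while the scores of gene lists and library measures were set in advance. A sample is named where its gap to the nearest other sample of its group, as a share of the group's range, passed Dixon's critical value. Chance puts about 1 in 20 groups past that value. Of 165 such tests on scores and library measures, 14 passed, and of the 13 among gene lists, 11 were CHEMO FO 18. The lists share samples and some genes, so these tests are not independent.

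CHEMO STD 7 lay far above its group in summed counts of lymphoid genes, at 118 CPM for T cells, 179.8 for B cells, 223 for lymph node stroma and follicles, 23.4 for natural killer cells, 551 for MHC class II and 215 for the study's extravasation genes, and in the score of the genes in both tables of the study at 1.03 (nearest 0.21). Its most abundant lymphoid genes were Ccl21 (62.6 CPM), Cr2 (42.5, in the B cell and lymph node lists), Glycam1 (30.9), Cd79b (21.4), Cd22 (15.3) and Lck (7.28), and only 3 of 25 T cell, 1 of 22 B cell and 2 of 15 lymph node genes passed the low-count filter in this muscle. A candidate explanation for part of the fall of the extravasation genes with fish oil is RNA from lymphoid tissue in this library, since their median log2 fold change moved by 0.69 without it, from −0.88 to −0.18, but with CHEMO FO 18 left out as well the list, which the study chose on these samples, was still called lower (median −0.35, adjusted p = 0.00646, but adjusted p = 0.346 with an estimated correlation), so the values do not decide whether this RNA accounts for all of it. Fewer lymphocytes on fish oil in the group as a whole stay open, as T and B cell genes summed to 51.6 ± 8.06 CPM in CHEMO FO (SD, n = 8) and 57.5 ± 8.51 in the other CHEMO STD samples (SD, n = 5, exact permutation p = 0.232), and to 97.5 ± 98.3 in all of CHEMO STD (n = 6, exact permutation p = 0.0503). Whether the lymphoid RNA was in the muscle of this rat or in adjoining tissue was not tested.

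CHEMO FO 18 stood apart in the share of counts in the 20 most abundant genes, 27.4% against 36.1% in the nearest sample. Its scores were higher for muscle atrophy at 1.59 (nearest 0.28), heat shock at 0.93 (nearest 0.23), macrophages at 0.89 (nearest 0.09), inflammatory cytokines at 0.85 (nearest 0.24), complement at 0.56 (nearest 0.04) and apoptosis at 0.39 (nearest −0.03). Its scores were lower for smooth muscle at −1.16 (nearest −0.32), fast fibres at −1.07 (nearest −0.01), histones at −0.89 (nearest −0.20), oxidative phosphorylation at −0.72 (nearest −0.20) and glycolysis at −0.62 (nearest −0.01). Its summed counts were 12018 CPM for atrophy, 247 for extravasation and 8.00 for neutrophil genes.

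Pla2g2a, the gene that the paper places first with fish oil, was 4.21 times higher in CHEMO FO 18 than in any other sample. The next value, 12.4 CPM, was in a TUMOUR STD sample, on the standard diet. The TMM factor of this library, 1.21, lowers its values, so the ratio of 5.36 with counts scaled by library total alone follows from that factor and does not test the scaling. A profile of CHEMO FO 18 alone could account for the call: without it the log2 fold change was 0.72 (standard error 0.61, not at the study's threshold), against 2.51 with it. A response to the diet in the other rats also stays open (exact permutation p = 0.0711, two-sided). Handling, health or timing of this rat was not tested.

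TUMOUR STD 10 lay above its group in summed counts of myelinating Schwann cell genes, at 628 CPM. The same list fell with fish oil. Different amounts of nerve in the dissected pieces may account for both, and the median pairwise correlation of 15 myelin genes within groups was 0.36, against at most 0.192 in 1000 random lists. Genes of 1 cell type can move together for other reasons, so this does not decide. A response to the diet in the whole group stays open as well, with summed counts of the list not separated (exact permutation p = 0.132, and 0.399 without CHEMO STD 1 and 2, two-sided).

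CHEMO STD 1+2 lay above its group in the score of TGF-beta targets, at 0.36 (nearest −0.09).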

How the results depend on the processing

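Among the settings compared here, the separate treatment of 20 libraries and the removal of CHEMO STD 7 together with CHEMO FO 18 were chosen only after the results were seen, and all others were planned. The cause of a change was not tested where none is given. Of 5435 values of 172 gene results under the other settings, 4813 kept their direction and side of the study's threshold, 426 fell below it, 173 passed it and 23 changed direction, and of 1247 values of 39 list results 1181 kept both, 34 lost the call, 25 gained it and 7 changed direction. The count at the study's threshold was, after chemotherapy (276), 998 with no filter beyond 1 read, where more genes are tested, and 592 without CHEMO STD 1 and 2. With fish oil (187) it was 731 with no filter beyond 1 read, 120 with the stricter filter, where fewer genes are tested, 124 without CHEMO STD 7 and CHEMO FO 18, and 345 with 20 separate libraries in DESeq2 without the filter. With each library left out in turn it ranged from 158 to 522 and from 142 to 230. The overlap (29) was 45 with limma, 185 with no filter beyond 1 read, 17 with the stricter filter, 19 in fits of only the 2 groups, 74 without CHEMO STD 1 and 2, 63 with 20 separate libraries in DESeq2 without the filter, and from 15 to 38 with each library left out. Kept as 20 separate libraries in edgeR, as the design was written, the counts were 225, 222 and 32. An adjusted p under 0.05 was reached by 0 genes under every setting run, except 1 with fish oil (Fos) with 20 separate libraries in DESeq2 (log2 fold change 1.27, adjusted p = 0.0148, and 1, again Fos, at 0.0283 without the filter). Gene lists called after chemotherapy (26) were 4 with an estimated correlation and 9 with fry, and from 23 to 26 with each library left out. With fish oil (20) they were 0, 0 and from 13 to 27. Mean scores of the lists passed an adjusted p of 0.05 from exact permutation in 0 and 0 lists, 13 and 5 having an unadjusted exact p under 0.05, with either prior count. Log2 fold changes changed sign after chemotherapy for Chl1 (−2.21 to 0.14 with each library left out), and Myh9 (−0.013 with 20 separate libraries, −0.75 without CHEMO STD 7 and CHEMO FO 18, −0.77 to 1.11 with each library left out). With fish oil they did for Maff (−0.056 with limma), Itgal (0.22 with 20 separate libraries in DESeq2, 0.23 with 20 separate libraries in DESeq2 without the filter, 0.40 without CHEMO STD 7 and CHEMO FO 18, −1.53 to 0.26 with each library left out), Rhoh (0.22 without CHEMO STD 7 and CHEMO FO 18, −1.49 to 0.18 with each library left out), Sdc4 (−0.017 without CHEMO STD 7 and CHEMO FO 18, −0.0092 to 0.75 with each library left out) and Timp1 (−0.27 with DESeq2, −0.083 with limma, −0.32 with 20 separate libraries in DESeq2, −0.33 with 20 separate libraries in DESeq2 without the filter, −0.36 without CHEMO STD 7 and CHEMO FO 18, −0.29 to 1.24 with each library left out). The TGF-beta targets list, not called, changed direction in its test with fish oil (adjusted p = 0.292 with limma, 0.518 without CHEMO STD 1 and 2, 0.272 to 0.955 with each library left out). The T cells list, not called, changed direction in its test with fish oil (adjusted p = 0.828 with limma, 0.737 without CHEMO STD 7 and CHEMO FO 18, 0.512 to 0.963 with each library left out). Myh9 has too few reads for a direction. Depth limits the genes below the low-count filter most. No paired analysis was possible because the labels give no pairing of rats between groups. The stricter filter removed some named genes, which then have no value.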

Differences from the paper's values

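The comparisons of scale and of table against text were chosen only after the values were seen. The paper gives 200 genes higher with fish oil, 73% of the genes called, and 27% lower. At the same stated threshold, 66 genes were higher here (35.3%), and 64.7% were lower. Of the alternatives set before the data were examined, only that with no filter beyond 1 read brought the number higher, 242, within 1.5 times of the paper's, and none did so for the percentages. The paper's own Table S5 lists 76 genes with positive and 200 with negative values, and Table S1 lists 121 and 150, so the numbers higher and lower in the paper's text stand the other way round in its tables for both comparisons. For chemotherapy the paper's text gives 150 higher, and 107 higher and 169 lower were found here, but 270 higher and 252 lower without TUMOUR STD 8, 83 higher and 75 lower without TUMOUR STD 10 and, in a setting chosen after the values were seen, 178 higher and 173 lower with 20 separate libraries in DESeq2 without the filter. The tables hold 271 and 276 genes, against 272 and 274 in the text.

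The paper states 10 M reads sequenced for its shallowest sample, and the counts here were lowest at 3.02 M, a different quantity with no alternative setting. Of the 271 genes of Table S1, 231 passed the low-count filter here, all 231 in the same direction, and 191 were at the study's threshold (216 with no filter beyond 1 read). Of the 276 genes of Table S5, 210 passed, all 210 in the same direction, and 139 were at the study's threshold (180 with no filter). The paper labels its gene values log2 fold changes. For all 43 genes compared after chemotherapy and all 43 with fish oil, the paper's value lay closer to the signed linear fold change here than to the log2 fold change (median ratio 0.999 and 1.01 to the linear fold, 1.98 and 2.06 to log2). Cd209f is an example, with 8.20 in the paper and a signed linear fold of 6.94 here. On the linear scale all had the same sign and lay within 1 standard error.

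The paper names Sdc4 among genes reduced with fish oil, while its own Table S5 and Figure 2c show it higher. Here it had a log2 fold change of 0.64 (standard error 0.39) and was called under no setting run. Timp1, which the paper shows as higher, had 1.1 and was called under no setting run either. Myh9, which the paper names as lower after chemotherapy, is not among the genes of its Table S1. It had 4 and 3 reads here, under a rule for reads shared with similar genes that is not given. The paper names Col12a1 as the collagen type 1 alpha 1 chain, and the value here is that of Col12a1. Frat2, in the paper's Table 2, lies below the low-count filter here and was called under no setting run. Other genes that the paper calls were not at the study's threshold here, with edgeR on 19 samples, but were under other settings, of which those with 20 separate libraries and without both CHEMO STD 7 and CHEMO FO 18 were chosen after the values were seen. After chemotherapy these were Arrdc2 (in a fit of only the 2 groups, with 20 separate libraries in DESeq2, with 20 separate libraries in DESeq2 without the filter); Coch (in a fit of only the 2 groups, with 20 separate libraries in DESeq2, with 20 separate libraries in DESeq2 without the filter, without CHEMO STD 7 and CHEMO FO 18, without TUMOUR STD 9, CHEMO FO 18); C3 (with DESeq2, with 20 separate libraries in DESeq2, with 20 separate libraries in DESeq2 without the filter); C1qb (with 20 separate libraries in DESeq2, with 20 separate libraries in DESeq2 without the filter); C1qc (with 20 separate libraries, with 20 separate libraries in DESeq2, with 20 separate libraries in DESeq2 without the filter); Col7a1 (in a fit of only the 2 groups, with 20 separate libraries, with 20 separate libraries in DESeq2, with 20 separate libraries in DESeq2 without the filter, without CHEMO STD 6, CHEMO FO 19). With fish oil they were Kif20a (with limma, with 20 separate libraries, with 20 separate libraries in DESeq2, with 20 separate libraries in DESeq2 without the filter, without CHEMO STD 7 and CHEMO FO 18, without CHEMO STD 3 or 7, CHEMO FO 20); Greb1 (with DESeq2, with 20 separate libraries, with 20 separate libraries in DESeq2, with 20 separate libraries in DESeq2 without the filter, without CHEMO STD 5, CHEMO FO 13 or 18); Maff (with DESeq2, with 20 separate libraries, with 20 separate libraries in DESeq2, with 20 separate libraries in DESeq2 without the filter, without CHEMO STD 7, CHEMO FO 13, 14, 15, 17, 19 or 20); Lck (with DESeq2, in a fit of only the 2 groups, without CHEMO STD 1 and 2, without TUMOUR STD 9, CHEMO STD 3 or 4, CHEMO FO 18); Ak5 (with 20 separate libraries, with 20 separate libraries in DESeq2, with 20 separate libraries in DESeq2 without the filter, without CHEMO STD 7 and CHEMO FO 18, without TUMOUR STD 8 or 11, CHEMO STD 3, 4, 5 or 7, CHEMO FO 14, 15 or 19); Ccl21 (without CHEMO STD 5 or 6); Cldn22 (with 20 separate libraries, with 20 separate libraries in DESeq2, with 20 separate libraries in DESeq2 without the filter, without CHEMO STD 1, 3 or 7, CHEMO FO 17, 19 or 20); Itga2 (in a fit of only the 2 groups, with 20 separate libraries, with 20 separate libraries in DESeq2, with 20 separate libraries in DESeq2 without the filter, without TUMOUR STD 9 or 12, CHEMO STD 3 or 6, CHEMO FO 13 or 16); Itgal (without CHEMO STD 1 and 2, without CHEMO STD 3 or 4, CHEMO FO 14 or 16); Was (with limma, with upper quartile factors, with 20 separate libraries in DESeq2, without TUMOUR STD 11, CHEMO STD 1, 4, 5 or 6, CHEMO FO 13, 16 or 18). In tool and number of libraries, the settings with 20 separate libraries in DESeq2 come closest to the paper's stated methods. They gave 249 genes after chemotherapy and 222 with fish oil, and 351 and 345 without the filter. For Pla2g2a with fish oil the paper gives 5.35, and edgeR on 19 samples gave a signed linear fold of 5.69. With 20 separate libraries in DESeq2 that gene missed the study's threshold. DESeq2 was run with its default replacement of outlying counts, whose effect was not tested. It may thus be no independent check where a call rests on a single library.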

Other observations

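The list tests and the splits of the samples were planned, and the summed counts, the estimated correlation of splits, the splits over lists that the study did not choose, those of genes at an adjusted p and the settings with CHEMO STD 7 and CHEMO FO 18 both left out were chosen only after results were seen. Genes of myelinating Schwann cells fell in CHEMO FO muscle against CHEMO STD. Of 15 tested of 30 listed, 13 lay below 0, with a median log2 fold change of −0.58 (adjusted p = 1.06e-05 from limma's camera, adjusted p = 0.291 with an estimated correlation, lower in 8 of 8 samples), 5 were lower at the study's threshold (Mbp, Mal and Ugt8 among them, 6 with DESeq2 and 0 with limma) and 0 passed with edgeR when adjusted over the list alone. Mbp, the myelin basic protein, had −1.12 (standard error 0.43), and Mal −0.97 (standard error 0.36). Mbp missed the study's threshold with limma (log2 fold change −0.44) and without CHEMO STD 1 and 2 (−0.60) or CHEMO STD 7 and CHEMO FO 18 (−0.93) and Mal missed it with limma (−0.65) and without CHEMO STD 1 and 2 (−0.68). The list call was lost without CHEMO STD 1 and 2 (adjusted p = 0.0725). In summed counts of the listed myelin genes, CHEMO STD 1+2 and CHEMO STD 7 stood at 592 and 429 CPM. The other CHEMO STD samples lay at 155 to 219 CPM, and CHEMO FO at 133 to 231. The Schwann cell median moved, with the list still called, with limma (median −0.32). Mast cell genes, higher after chemotherapy, fell with fish oil, all 7 tested genes lying below 0 (median −0.36, adjusted p = 6.27e-04 from limma's camera, adjusted p = 0.227 with an estimated correlation, lower in 6 of 8 samples). The chymase Cma1 was at 3.64 ± 1.66 CPM in CHEMO FO (SD, n = 8) and 6.73 ± 2.51 CPM in CHEMO STD (SD, n = 6), with a log2 fold change of −0.91 (standard error 0.29), and 1 (Cma1) was at the study's threshold and 1 passed when adjusted over the list alone. The call was lost without CHEMO STD 1 and 2 (adjusted p = 0.0855). The mast cell median moved, with the list still called, without CHEMO STD 7 (median −0.23).

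Haemoglobin genes were lower in CHEMO FO as a list, with wide spread between rats. The 5 tested of 18 listed red blood cell genes all lay below 0 (median −0.79, adjusted p = 3.60e-07 from limma's camera, adjusted p = 0.227 with an estimated correlation, lower in 6 of 8 samples). At the study's threshold 0 were lower with edgeR, 0 with DESeq2 and 5 with limma, with the same counts when adjusted over the list alone. Hba-a2 was at 55.0 ± 72.0 CPM in CHEMO FO and 101 ± 70.9 CPM in CHEMO STD (SD), with a log2 fold change of −0.89 (standard error 0.71, not at the study's threshold), and Hbb-bs had −0.75 (standard error 0.60, not at the study's threshold). Hba-a2 reached the study's threshold with limma (log2 fold change −1.48) and without CHEMO FO 17 (−1.63) and Hbb-bs reached it with limma (−1.36) and without CHEMO FO 17 (−1.31). The list call was lost with DESeq2 (adjusted p = 0.0512). The red blood cell median moved, with the list still called, with limma (median −1.48) and without CHEMO STD 6 (−0.45) or CHEMO FO 17 (−1.49). The list of cytosolic ribosomal protein genes, called higher after chemotherapy, was called higher here too, by a small amount. Of its 71 genes 46 lay above 0 (median 0.05, adjusted p = 0.00760 from limma's camera, adjusted p = 0.735 with an estimated correlation, higher in 5 of 8 samples) and 0 were at the study's threshold with edgeR. That call was lost without CHEMO STD 5 (adjusted p = 0.313), CHEMO FO 18 (0.0831), CHEMO FO 19 (0.104) or CHEMO FO 20 (0.0949). The ribosomal protein median moved, with the list still called, without CHEMO STD 7 and CHEMO FO 18 (median 0.033).

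The samples were also split into other groups of the same sizes, 100 splits with the real one, and the tests repeated. For the 26 gene lists called after chemotherapy, 2 splits gave as many, the real one included (highest other 29), but the study chose some of these lists on the real groups, which favours the real split, so this count does not decide. Of the 41 tested lists that the study did not choose, 17 were called after chemotherapy with p adjusted over these lists alone, and 4 splits gave as many (highest other 19), which is under 5 in 100 by 1 split only. These splits were drawn from 462 possible ones, and 0 of the 17 lists held with an estimated correlation. These lists too were written after the paper and its tables, which rest on the real groups, were read. That can favour the real split, so this count does not decide either. With fish oil 13 of the 41 lists were called and 56 splits gave as many (highest other 21), so chance is not excluded. After chemotherapy, the count over all lists with an estimated correlation was 4, against 3 in the highest other split, and these lists were chosen by the study on these samples. Chance was not excluded for the 276 genes at the study's threshold after chemotherapy (16 splits gave as many, highest other 863), nor with fish oil for the 187 genes (51 splits, highest other 476) and the 20 lists (21 splits, highest other 27). For the 29 genes called in both comparisons with opposite directions, 67 splits gave as many (highest other 403). No gene reached an adjusted p under 0.05 with edgeR in the real split (0 in each comparison, with 753 and 517 genes at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma) or in the others, so all 100 and all 100 splits gave as many (highest other 0 and 0). With a real count of 0 every split gives as many whatever the data, so this comparison tests nothing. Why some splits gave far more genes than the real one was not tested.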
